# The translational oscillation in oocyte and early embryo development

**DOI:** 10.1093/nar/gkad996

**Published:** 2023-11-10

**Authors:** Rajan Iyyappan, Daria Aleshkina, Hao Ming, Michal Dvoran, Kianoush Kakavand, Denisa Jansova, Edgar del Llano, Lenka Gahurova, Alexander W Bruce, Tomas Masek, Martin Pospisek, Filip Horvat, Michal Kubelka, Zongliang Jiang, Andrej Susor

## Abstract

Translation is critical for development as transcription in the oocyte and early embryo is silenced. To illustrate the translational changes during meiosis and consecutive two mitoses of the oocyte and early embryo, we performed a genome-wide translatome analysis. Acquired data showed significant and uniform activation of key translational initiation and elongation axes specific to M-phases. Although global protein synthesis decreases in M-phases, translation initiation and elongation activity increases in a uniformly fluctuating manner, leading to qualitative changes in translation regulation via the mTOR1/4F/eEF2 axis. Overall, we have uncovered a highly dynamic and oscillatory pattern of translational reprogramming that contributes to the translational regulation of specific mRNAs with different modes of polysomal occupancy/translation that are important for oocyte and embryo developmental competence. Our results provide new insights into the regulation of gene expression during oocyte meiosis as well as the first two embryonic mitoses and show how temporal translation can be optimized. This study is the first step towards a comprehensive analysis of the molecular mechanisms that not only control translation during early development, but also regulate translation-related networks employed in the oocyte-to-embryo transition and embryonic genome activation.

## Introduction

The regulation of gene expression and protein synthesis is a complex and dynamic process that involves translational control, modulating the translation of mRNA into protein. Although mRNA levels are an important measure of gene expression, they may not always correspond directly to protein levels due to various molecular mechanisms that can influence translation. Thus, translational control plays a critical role in maintaining a dynamic system of gene expression and protein synthesis in cells (1). Protein synthesis is especially important for mature mammalian oocytes, that rely solely on pre-synthesised maternal mRNAs, translation and its regulation (2,3). Once the oocyte reaches its fully grown state, referred to as the ‘germinal vesicle stage’ (GV-stage, GV), meiosis is halted during prophase I and transcription is silenced (4). After two asymmetric meiotic divisions with two polar body extrusions (MI and MII) and fertilization, the zygote forms male and female interphase pronuclei. As the pronuclei come together during syngamy, a metaphase plate is established, which triggers the first mitotic division (5). In contrast to non-mammalian vertebrates, zygotic genome activation in mouse occurs at the two-cell stage, however, the first mitotic cleavage is completed relatively late (24 h after fertilization) (6). Once meiosis is resumed, degradation of maternal mRNAs begins and firmly continues until the major genome activation at the two-cell stage (7).

Many mRNAs in the GV oocyte are stored within ribonucleoproteins (RNPs) to prevent their degradation (8). Selective polyadenylation and de-capping are major controlling mechanisms leading to translation regulation, storage or degradation (9,10). After nuclear envelope breakdown (NEBD), the oocyte relies mainly on cap-dependent translation, however, global protein synthesis is downregulated (11). Cap-dependent translation is regulated by binding of the translation repressor eIF4E binding protein 1 (4E-BP1) to the eukaryotic translation initiation factor 4E (eIF4E), preventing translation initiation (12). In addition, translation is controlled by the eukaryotic elongation factor 2 kinase (eEF2K), which phosphorylates and inhibits eEF2 (T56), slowing down the translation elongation step (13). The mammalian oocyte is a large cell and therefore has to control its translation spatially, e.g. several active chromosomal translation hotspots are controlled by mammalian target of rapamycin (mTOR)–eIF4F activity (the mTOR/4F axis) (14).

It is generally accepted that global translation is less active during M-phase in comparison to interphase as a result of translation initiation factor phosphorylation states (reviewed in 15). Despite a significant reduction of translation in both in mitosis (16) and meiosis (17), translation of a subset of mRNAs is upregulated during the M-phase progression, compared to interphase, via upregulation of the mTOR/4F axis (14,18,19). In somatic cells, terminal oligopyrimidine tract (TOP) containing mRNAs are actively translated in mitotic M-phase (20). In mammalian oocytes, there is a unique opportunity to compare the expression of various proteins in the meiotic M-phase or early embryo mitoses and identify specific actively translated mRNAs. The roles of such upregulated mRNAs during M-phase are not well understood and studying their expression in oocytes and early embryos may provide valuable insights into their functions.

Here, we present the patterns of translational regulation in oocyte and early embryo development, with emphasis on the cell cycle. We show highly dynamic quantitative and qualitative changes of translatomes in interphases and M-phases, related to the regulation of cell physiology that orchestrates developmental processes. In addition, our results reveal several candidate genes that may be important for meiotic maturation and early embryonic development.

## Materials and methods

### Oocyte and embryo isolation and cultivation

Oocytes were acquired from ICR mice of a minimum of 6 weeks old. The females were stimulated 46 h prior to oocyte isolation using 5 IU of pregnant mare serum gonadotropin (PMSG; Folligon; Merck Animal Health) per mouse. Fully grown GV oocytes were isolated into transfer medium (TM) supplemented with 100 μM 3-isobutyl-1-methylxanthine (IBMX, Sigma Aldrich) to prevent spontaneous meiotic resumption. Selected oocytes were denuded and cultivated in M16 medium (Merck Millipore) without IBMX at 37°C, 5% CO_2_ for 0 (GV) or 12 h (MII). For embryo collection, the PMSG stimulated mice were injected with 5 IU hCG before being mated overnight with males of the same strain. After 16 h, zygotes were recovered from the excised oviducts and cultured in KSOM medium (Merck Millipore) until two-cell stage. Interphase pronuclei zygotes were collected at the time point of isolation; metaphase zygotes and two-cell embryos were treated with nocodazole (10 uM; M1404, Sigma Aldrich). Embryos were treated with 0.5 mM sodium arsenite in KSOM medium (21). The expected developmental results of the treated cells were normalized to the controls, which were set at 100%. All animal experiments were performed in accordance to guidelines and protocols approved by Laboratory of Biochemistry and Molecular Biology of Germ Cells at the Institute of Animal Physiology and Genetics in Czech Republic (22). All animal work was conducted according to Act No. 246/1992 on the protection of animals against cruelty, issued by experimental project #67756/2020MZE-18134, issued by the Ministry of Agriculture.

### *In vitro* fertilization (IVF)

4-Week old female ICR mice were injected with 5IU of PMSG (ProSpec) 46 h prior to hCG (ProSpec) administration (12–12-day/night cycle). For *in vivo* MII collection, mice were sacrificed 14 h post-hCG injection. Cumulus-oocyte complexes for *in vitro* fertilization (IVF) were collected from ampulla into preheated and equilibrated KSOM medium (Merck). In *vitro* matured denuded MII oocytes were subjected to IVF following 15 h culture in a MEM medium (M0200, Sigma Aldrich). Sperm were retrieved from cauda epididymis of 12-week old males and capacitated for a 1 hour in HTF medium (Merck) supplemented with BSA (BioXtra, Sigma Aldrich) and GSH (BioXtra, Sigma Aldrich). The IVF itself was performed for 4 h in the same media as sperm capacitation followed by switching into KSOM media.

### Inhibitor treatment

Oocytes were treated with selective p70 ribosomal S6 kinase (S6K1) inhibitor p70KI (5 μM; PF-4708671, Selleckchem) or Exotoxin A (72 nM, ETA; P0184, Merck) from 0 (GV) to 16 h (MII) in M16 medium. Zygotes were treated with p70KI or ETA, 0 (Zygote) 20 h (two-cell) then washed and cultured until the blastocyst stage in M16 medium under mineral oil. IVF embryos were treated with p70KI prior to fertilization during oocyte progression from 0 (GV) to 16 h (MII) in M16 medium.

### RNA isolation and qPCR

TRIzol reagent (Invitrogen) was used for RNA extraction following the manufacturer's instructions. Reverse transcription was performed with qPCRBIO cDNA Synthesis Kit (PCR Biosystems). qPCR was then carried out using the QuantStudio 3 (Applied Biosystems) and the Luna® Universal qPCR Master Mix (New England BioLabs) according to manufacturer's protocols with an annealing temperature of 60°C. Primers are listed in Supplementary Table S1A.

### Immunoblotting

An exact number of cells (15–30 oocytes) were washed in PVA/PBS and frozen to − 80°C. Prepared samples were lysed in NuPAGE LDS Sample Buffer (NP0007, Thermo Fisher Scientific) and NuPAGE Sample Reducing Agent (NP0004, Thermo Fisher Scientific) and heated at 100°C for 5 min. Proteins were separated on precast gradient 4–12% SDS–PAGE gel (Thermo Fisher Scientific) and blotted to Immobilon P membrane (Millipore) in a semidry blotting system (Biometra GmbH) at 5 mA cm^2^ for 25 min. Membranes were then blocked in 5% skimmed milk dissolved in 0.05% Tween-Tris buffer saline (TTBS), pH 7.4 for 1 h. Membranes were incubated overnight at 4°C with relevant primary antibodies (Supplementary Table S1B) diluted in 1% milk/TTBS. Appropriate Peroxidase conjugated secondary antibodies were used (711-035-152 Anti-Rabbit Donkey, or 715-035-151 Anti-Mouse Donkey, both Jackson Immunoresearch) at a 1:7500 dilution in 1% milk/TTBS for 1 h at room temperature. ECL (Amersham) was used for visualization of immunodetected proteins on X-ray films. The films were scanned by calibrated densitometer (GS- 800, Bio-Rad Laboratories) and quantified in ImageJ. Presented images were cropped from membranes, contrast and brightness was adjusted using Adobe Photoshop CS3.

### Immunocytochemistry

Fixed oocytes (15 min in 4% PFA, Sigma Aldrich) were permeabilized in 0.1% Triton X-100 for 10 min, washed in PBS supplemented with polyvinyl alcohol (PVA, Sigma Aldrich) and incubated with primary antibodies (Supplementary Table S1B), diluted in PVA/PBS and incubated overnight at 4°C. Oocytes were then washed 2 × 15 min in PVA/PBS and antigen-associated primary antibodies were detected using relevant Alexa Fluor 488/594/647 conjugates (Invitrogen), diluted to 1:250 for 1 h at room temperature. One drop of ActinGreen 488 ReadyProbes Reagent (R37110, Invitrogen) per 10 minute was then used for labelling filamentous actin in each sample (20–30 oocytes per group). Washed oocytes (2 × 15 min in PVA/PBS) were mounted onto slides using ProLong Mounting Medium with DAPI. An inverted confocal microscope (Leica SP5) was used for sample visualization. Image quantification and assembly were performed using ImageJ and Adobe Photoshop CS3. Experiments were repeated three time, with 20–30 oocytes per group/experiment.

### Measurement of overall protein synthesis

To measure the overall protein synthesis, 50 mCi of ^35^S-methionine (Perkin Elmer) was added to methionine-free culture medium. Exact number of oocytes per sample (5–10) were labelled for 12 h, then lysed in SDS-buffer and subjected to SDS–polyacrylamide gel electrophoresis (PAGE). The labelled proteins were visualized by autoradiography on a BasReader (Fuji) and quantified by Aida software (RayTest). GAPDH (G9545, Sigma Aldrich) was used as a loading control.

### *In situ* proximity ligation assay (PLA)

Proximity ligation assays were performed according to manual instructions of the PLA Duolink kit (Sigma Aldrich). Oocytes and embryos were fixed for 15 min in 4% paraformaldehyde in PBS and permeabilized for 10 min in 0.1% Triton X-100 in PBS; PLA Duolink kit blocking solution was added to each sample. Oocytes were incubated with primary antibodies; rabbit anti-RPL24 (PA562450, Thermo Fisher) and mouse anti-RPS6 (74459, Santa Cruz) at 4°C overnight. The samples were washed in PBS and then in Wash Buffer A (Sigma Aldrich). The samples were incubated with 40 μl reaction mixtures (8 μl PLA probe MINUS stock, 8 μl PLA probe PLUS stock and 24 μl PBS) in a chamber for 1 h at 37°C. The slides were then washed in 1x Wash Buffer A for 6 × 2 min and ligation was performed in 40 μl reaction: 1 μl of ligase to 39 μl of ligation solution. Samples were incubated in ligation reaction mixture for 30 min at 37°C then washed 6 × 2 min in Wash Buffer A. 40 μl of amplification reaction (0.5 μl polymerase and 39.5 μl amplification solution) was added to each sample before incubation at 37°C for 100 min. Next, the samples were washed in Wash Buffer B (Sigma Aldrich) for 3 × 5 min and in 0.01% Wash Buffer B for 2 min. The samples were mounted in Vectashield Mounting Medium containing DAPI (Vector Laboratories). Quantification of interaction foci was performed using ImageJ/FIJI. Three experiments with 70 oocytes/embryos each were performed.

### SSP-profiling

Polysome fractionation followed by RNA isolation was carried out according to Scarce Sample Polysome profiling (SSP-profiling) method by (23). Briefly, cycloheximide - treated oocytes (CHX, Sigma Aldrich) were lysed and resulting samples were loaded onto 10–50% sucrose gradients. Centrifugation was performed in the SW55Ti rotor (Beckman Coulter) at 45 000 RPM (246 078 × g) for 65 min at 4°C (Optima L-90 ultracentrifuge, Beckman Coulter). Ten equal fractions were collected from each polysome profile and subjected to RNA isolation by Trizol reagent (Sigma Aldrich). qRT-PCR-based (QuantStudio 3, Applied Biosystems) quantification of 18S and 28S rRNAs in each fraction was applied to visualize individual polysome profiles (23). Sequencing libraries were prepared using SMART-seq v4 ultra low input RNA kit (Takara Bio). Sequencing was performed with Novaseq 6000 (Illumina) as 150-bp paired-end reads. Reads were trimmed using Trim Galore v0.4.1 and mapped onto the mouse GRCm38 genome assembly using STAR (2.5.3a) with default parameters. Individual mapped reads were quantified as fragments per kilobase of exon model per million mapped fragments (FPKM) values with RefSeq genes as reference. Differential expression analysis was performed by a Partek Flow GSA algorithm with default parameters. The genes were deemed differentially expressed if they provided a false discovery rate of < 0.05 and fold change >2. Webgestalt (https://www.webgestalt.org/) was used to reveal the Gene Ontology (GO).

### Statistical analysis and data visualization

For the statistical analysis and data visualization (column charts), GraphPad Prism 8.3 was used. Statistical analysis included Student's *t* tests to determine if the difference between the groups is statistically significant. All experiments were repeated at least three times. The analysis and visual representation of RNA-seq data were done via R studio and PrismaGraph9 software (volcano plots, heatmaps, Vienna diagrams, dot-plots, PCA; box-plots).

## Results

### Global translation is decreased in the M-phase of meiosis and the two subsequent mitoses

Due to transcriptional silencing in oocytes and early embryos, mRNA translation is the dominant regulator of oocyte and preimplantation embryo development. To better understand active translation during oocyte (GV and MII) and early embryo development (Zygote and two-cell) we performed a systematic analysis and compared active translation, with emphasis on two major cell cycle phases, interphase and metaphase (M). Timing and sample collection were standardized based on the morphology and immunostaining with an antibody against a nuclear marker (Lamin A/C) and metaphase marker (Histone H3 phosphorylated at Ser130) (Figure 1A), plus the chromosomal and nuclear morphology (Supplementary Figure 1A). Firstly, we performed a ^35^S-Methionine incorporation assay to analyse global translation in GV (meiotic prophase) and MII (meiotic M-phase) oocytes, as well as early embryos in the zygote (Zyg), zygote in the first mitotic M-phase (Zyg M), two-cell (two-cell) and two-cell in the second mitotic M-phase (two-cell M) stages. Consistent with previously published results (15,17), we observed a global decrease in protein synthesis during oocyte and embryo development with a significant decrease during M-phases (Figure 1B, C). To further confirm this finding, we performed proximity ligation assays (PLA) using RPL24 and RPS6 ribosome assembly markers (3). Similarly, ribosome assembly showed decreases from oocyte to embryo stages, with subsequent increases in the zygote and the two-cell stage, yet with concomitant and significant decreases at all M-phases examined (Figure 1D, E). To exclude the possibility that our experimental approach influenced translation, we analysed the activity of the stress marker eIF2α (Ser51) (24), that showed no increase in our samples (Supplementary Figure 1B, C), despite our observation that global translation was significantly decreased (Figure 1B–E). Additionally, we analysed the effect of our synchronisation protocol using nocodazole in the naturally occurring oocyte M-phase. We found no effect of nocodazole on the activity of the stress marker eIF2α (Ser51), phosphorylation of translation initiation and elongation regulators; 4E-BP1 and eEF2K, respectively (Supplementary Figure 1D), suggesting that such treatment does not induce a translational stress response. Additionally, we analyzed phosphorylation of 4E-BP1, eEF2 and eIF2a in the absence or presence of a cellular stressor (sodium arsenite, 22) which shows clear influence in the M-phases on the translational players via dephosphorylation of 4E-BP1 and phosphorylation of eEF2 and eIF2a (Supplementary Figure 1E). Correspondingly, the Gene Ontology (GO) profiles do not show processes related to the stress response or apoptosis (Figure 5F). 

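In the RNA sequenced from polysomes, with 3 libraries per stage, 21 tested genes of a hand-made list of core apoptosis genes had a median log2 fold change 0.45 above that of the other genes in MII against GV (limma camera adjusted p = 0.835). In zygote M against zygote the difference was 0.30 (adjusted p = 0.204) and in two-cell M against two-cell 0.56 (adjusted p = 0.989). For 28 stress response genes the differences were -0.69 (adjusted p = 0.599), -0.57 (adjusted p = 0.42) and 0.98 (adjusted p = 0.42). None passed the threshold, which with sets this small does not show that no shift was present. Both lists were written by symbol, and embryos of the zygote M and two-cell M groups had been treated with 10 µM nocodazole.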

The results indicate similar trends for active translation at the global scale with significant decrease in the M-phases (Figure 1B–E). Overall, these results suggest that significant translational changes occur in the oocyte and early embryo depending on the cell cycle stage.

**Figure 1.**
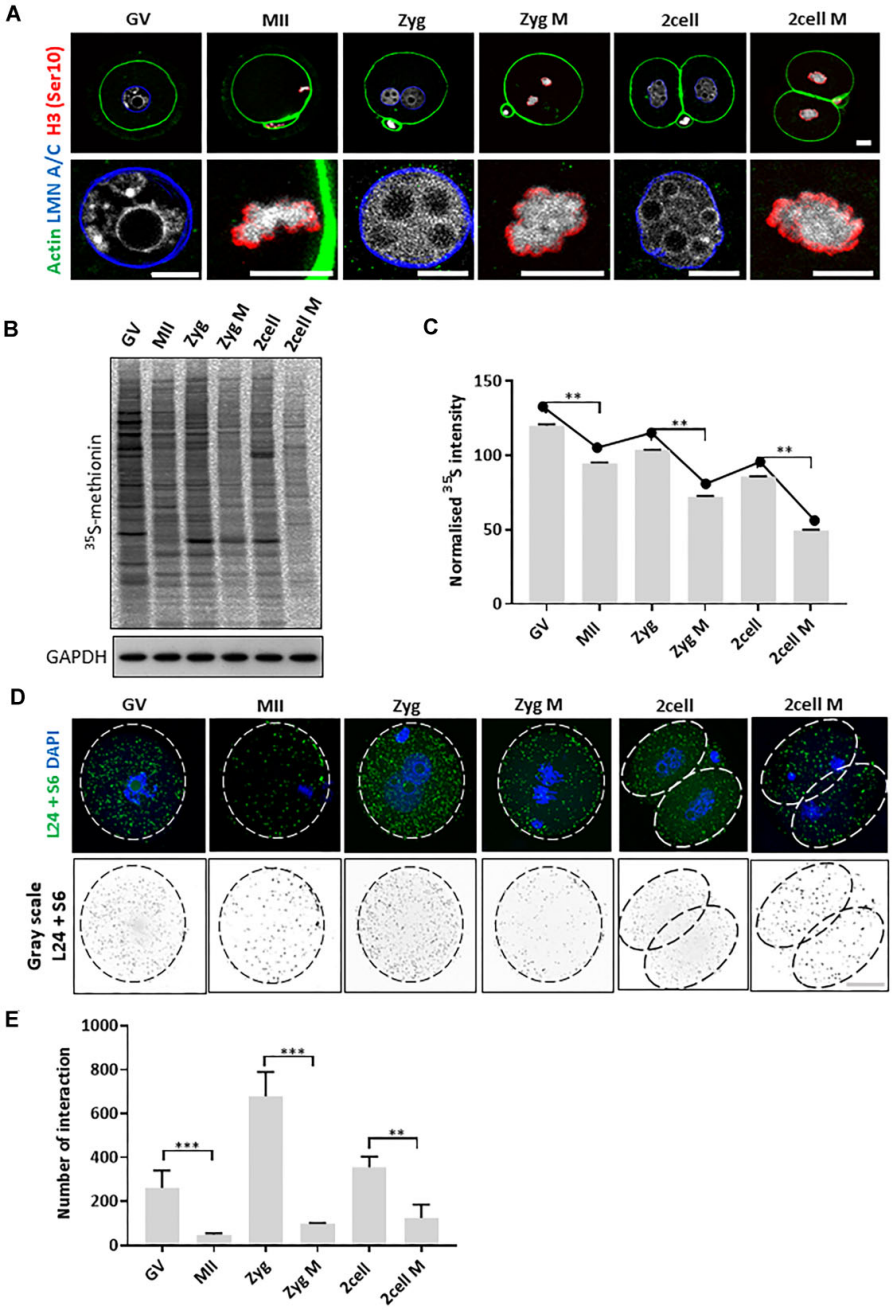
Global translation is decreased in the M-phase of meiosis and the two subsequent mitoses. (**A**) Immunocytochemical analysis of oocytes and early embryos in the interphase (LMN A/C, blue) and M-phase (H3-Ser10, red), DNA labelled with DAPI (gray), Actin (green, cortex). Scale bar, 15 μm. The lower row shows the zoomed nuclei/chromosomal area. (**B**) ^35^S-methionine labelling of oocytes and embryos to visualize global translation of the specific stage of the developing oocyte and early embryo. GAPDH was used as a loading control, *n* ≥ 3. (**C**) Normalized densitometric values of ^35^S-methionine from stages in (B). Data are represented as the mean ± s.d.; **P< 0.01 according to Student's *t*-test, *n* ≥ 3. (**D**) Proximity ligation assay detecting *in situ* ribosome assembly using RPL24 and RPS6 markers (L24 + S6, green and grey dots). The white and black dashed line indicates cellular cortex; representative images from three independent experiments shown. Scale bar, 20 μm. (**E**) Quantification of ribosome assembly in the specific developmental stages. Data are represented as the mean ± s.d.; **P< 0.01 and ***P< 0.001 according to Student's *t*-test; from three independent experiments, *n* ≥ 70. For additional analysis see Supplementary Figure 1.

### Dynamics of polysome bound mRNAs coding for components of specific biological processes in the oocyte and early embryo development

To decipher the pattern of protein synthesis and its regulation, we conducted Scarce Sample Polysome Profiling (SSP-profiling) to analyse active translation of mRNAs at the genome-wide level (23). 

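The deposited table gives FPKM values for 23125 genes in 36 libraries, with 3 replicates of the polysome fraction and 3 of the non-polysome fraction at each of 6 stages (GV, MII, zygote, zygote M, two-cell and two-cell M). The authors mapped the reads to the mouse genome and quantified each gene as FPKM, and the smallest value in every library is 0.01, as an offset added to each value would give. Read counts are not part of the table, so the depth behind each value is unknown. The sum of FPKM over all genes lay between 88982 and 247361 per library. Changes between stages were tested on log2 of the deposited values, with nothing added, by limma in one fit over all 36 libraries. The test covered the 7967 genes whose geometric mean over the libraries was at least 0.1 FPKM. A gene was called when its Benjamini-Hochberg adjusted p was below 0.05 and its log2 fold change was beyond 1. Such an offset shrinks the change of a gene that lies near the floor in a whole group. Where only some replicates lie at the floor, the change on this scale can instead exceed that of the mean FPKM.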

An improved SSP-profiling protocol was followed by RNA sequencing (RNA-seq), which allowed us to analyse mRNA translational profiles of mouse oocytes at the GV and MII stages, as well as Zyg, Zyg M, two-cell and two-cell M stages. A total of 10 fractions were separated by polysomal fractionation, from which the first five fractions were pooled and labelled as non-polysome (NP) fractions and the heavier five fractions were pooled and labelled as polysome (P) associated fractions. qRT-PCR analysis quantification of 18S and 28S rRNA (the amount of 18S and 28S rRNA provided an assessment of the reproducibility of collected fractions, Supplementary Figure 2) content confirmed the successful separation of polysome occupied RNA (23). Additionally, principal component analysis (PCA) and clustering analysis of polysome and non-polysome RNA-seq profiles demonstrated the reproducibility of sample preparation and RNA-seq profiles between biological replicates in each group and across the assayed developmental stages (Supplementary Figure 3A–E).

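Across the 7967 genes tested, the log2 values of replicates from one group correlated with a Pearson r between 0.584 and 0.961. The median r within a group was highest for zygote polysomes, at 0.956, and lowest for the non-polysome fraction of two-cell embryos, at 0.596. Among the polysome groups the lowest median r was 0.701, in two-cell M. Libraries of the same fraction from different stages had a median r of 0.526, with values up to 0.834, so the least similar replicates were less alike than some pairs of different stages. These correlations are across genes, which are not independent replicates. The first principal component held 34.0% of the variance of the 36 libraries, the second 9.36% and the third 8.13%. Differences between the 12 groups made up 98.4% of the variance along the first component, 96.7% along the second and 93.6% along the third. Fractions accounted for 2.8% of the first and for 39.1% of the third. With genes centred but not scaled, the first 3 components together held 54.7% in place of 51.5%.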

We next sought to investigate the regulation of global translation during various stages of oocyte and early embryo development, with a particular emphasis on interphases, meiosis, and the first two embryonic mitoses. First, we characterized the behavior of actively translating mRNAs by analysing the patterns of translational changes between the different stages. A total of 12 distinct clusters exhibiting a specific pattern of mRNAs associated with polysomes were uncovered to statistical significance (*P* < 0.05) (Figure 2A and Supplementary File 2; where genes of each cluster are listed) across all analysed stages. 

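In the polysome libraries, 5012 of the 7967 genes had a stage effect by limma's moderated F-test over the 6 stage means at an adjusted p below 0.05. With no filter on low values the count was 8467. The readable part of the paper's list names the members of clusters 1 to 3, and the profile computed from the deposited table for these genes was the log2 of each stage's mean FPKM, centred on the gene's mean over the stages. Of the genes listed in cluster 1, 142 had a stage effect, and 61.3% of those lay nearest to the average of their own cluster by Euclidean distance. The share was 50.7% for the 854 such genes of cluster 2 and 70.3% for the 761 of cluster 3. By correlation the shares were 66.2%, 59.1% and 73.7%. Genes of the other clusters were therefore assigned here to the nearest of the paper's 12 averages, and their profiles follow the averages they were assigned by.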

The results clearly show that the translation of maternal mRNAs is highly dynamic and falls into different subgroups representing mRNAs that are important for particular stages. 

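The 175 listed genes of cluster 1 had a mean centred log2 value of 1.47 ± 1.38 (SD across genes) in MII and 2.10 ± 1.63 in two-cell M. In GV it was -1.85 ± 1.33 and in zygote M -2.04 ± 1.19. For cluster 8, 256 genes with a stage effect lay nearest to the paper's average. Their mean was 2.69 ± 0.95 in two-cell M, 0.98 ± 1.00 in MII and 0.30 ± 0.99 in GV. Of these 256 genes, 151 were called higher in two-cell M than in two-cell, and 22 were called higher in MII than in GV.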

For example, genes falling under clusters 1 and 8 are essential for meiosis and the second mitosis of the embryo. Genes in cluster 10 are mostly expressed in M-phases of meiosis and the first and second embryonic mitoses. 

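The 143 genes nearest to the average of cluster 10 had their lowest mean centred value in zygotes, at -2.23 ± 1.08 (SD across genes). The mean was 0.56 ± 0.85 in zygote M and 1.20 ± 0.97 in two-cell M, against 0.41 ± 0.76 in two-cell. In MII it was -0.08 ± 0.86 and in GV 0.14 ± 0.98. Of these genes, 73 were called higher in zygote M than in zygote. Between two-cell M and two-cell, 40 were called higher and 8 lower in two-cell M. Between MII and GV, 11 were called higher in MII and 14 lower.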

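The 364 genes nearest to the average of cluster 6 had a mean centred value of 0.79 ± 0.68 (SD across genes) in MII and 0.97 ± 0.72 in zygote M, against 0.32 ± 0.83 in GV and -0.51 ± 0.92 in zygotes. In zygote M 60 of them were called higher than in zygote, and in MII 21 were called higher than in GV. With correlation in place of Euclidean distance, 222 genes were nearest to this average.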

Cluster 6 genes are actively translated during the second meiosis of oocyte and the first mitosis in the zygote. Cluster 7 shows a strong association with polysomes only in the first embryonic mitosis. Conversely, cluster 11 is important only for the second meiotic division without a role in earlier development. 

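For cluster 7, the 269 genes nearest to the average had a mean centred value of 1.02 ± 0.78 (SD across genes) in zygote M and of 1.30 ± 0.68 in GV. In zygotes the mean was -0.18 ± 0.97. The genes called between zygote M and zygote numbered 50 higher and 1 lower, and 102 of the 269 were called lower in MII than in GV.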

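The 395 genes nearest to the average of cluster 11 had a mean centred value of 1.91 ± 0.99 (SD across genes) in MII, against 0.99 ± 1.13 in GV and -1.92 ± 1.01 in zygote M. Of these genes, 252 were called higher in MII than in zygote M and 191 higher than in two-cell M, while 39 were called higher in MII than in GV.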

Translation of mRNAs from clusters 5, 9 and 12 are involved in post-fertilization processes and are necessary for the second embryonic meiosis.

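The 355 genes nearest to the average of cluster 5 rose to a mean centred value of 4.46 ± 1.67 (SD across genes) in two-cell M, and 126 of them were called higher there than in two-cell. In cluster 9, with 189 genes, the mean was 1.18 ± 1.12 in two-cell M and -2.78 ± 1.44 in two-cell, and 130 genes were called higher in two-cell M. The mean of these genes was also above that of two-cell in oocytes, at 0.99 ± 1.07 in GV and 0.63 ± 1.08 in MII. Between GV and two-cell, 129 of them were called higher in GV. In cluster 12, with 137 genes, the mean was 1.34 ± 0.99 in two-cell and -0.90 ± 0.99 in two-cell M, and 102 genes were called lower in two-cell M than in two-cell.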

**Figure 2.**
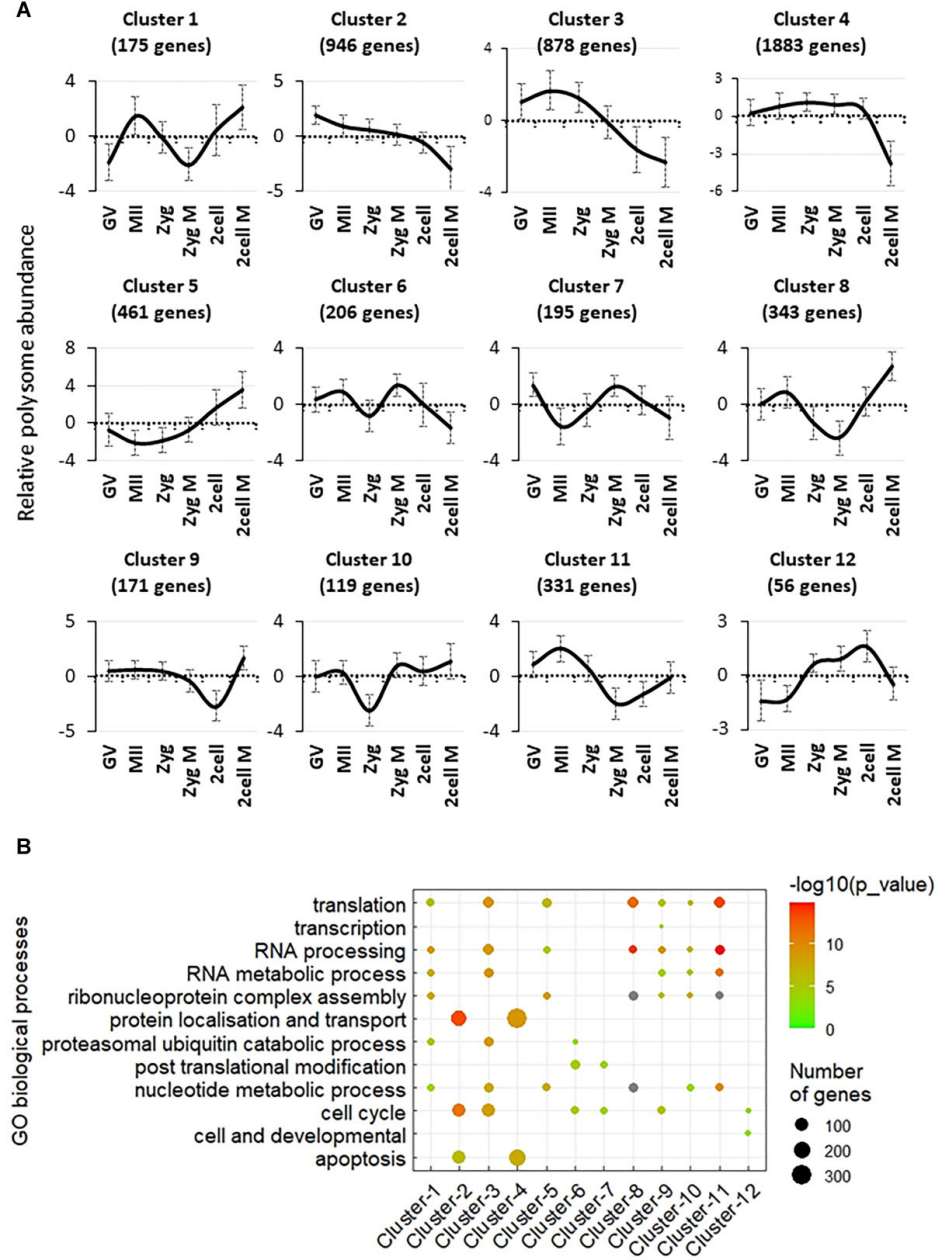
Dynamics of polysome bound mRNAs coding for components of specific biological processes in the oocyte and early embryo development. (**A**) 12 different clusters demonstrate temporal patterns of polysome bound RNAs in the developing oocyte and early embryo. Connected to Supplementary File S1 and Supplementary File 2. (**B**) Gene Ontology categories that relate to distinct clusters (A) are plotted from over representation analysis (WebGestalt). Connected to Supplementary File 3.

Next, we performed Gene Ontology analysis (GO; Figure 2B) to understand the biological function of each gene cluster. Overall, GO analysis showed that most of the polysome occupied mRNAs belong to biological processes linked to translation, RNA metabolism, proteasome, post-translational modification, apoptosis and cell cycle (Figure 2B and Supplementary File 3).

### Differential perturbations of the translatome depending on developmental and cell cycle stage

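In the polysome libraries, Mos had 599 ± 206 FPKM (SD, n = 3) in GV and 1796 ± 310 in MII. It fell to 12.2 ± 4.01 in zygote M and 9.05 ± 7.77 in two-cell M. None of its 3 changes from interphase to M-phase was called, with limma adjusted p between 0.218 and 0.628. The standard error of each change was 1.44, from the fit over all 36 libraries. The replicates did not overlap between GV (478 to 837 FPKM) and MII (1442 to 2021), nor between zygote (70.6 to 87.9) and zygote M (7.74 to 15.6). They overlapped between two-cell and two-cell M. Polr2i had 39.1 ± 26.2 FPKM in GV and 116 ± 17.3 in MII, a log2 fold change of 1.86 (standard error 0.54, adjusted p = 0.0357). With single replicates left out, this call held in 1 of 6 fits. From two-cell to two-cell M Polr2i rose by 1.67 (standard error 0.54, adjusted p = 0.0172), and this call held in 4 of 6 fits. Its change from zygote to zygote M was 0.78 and was not called (adjusted p = 0.568). Rpl35, whose reads could be shared with processed pseudogenes, was called in two-cell M against two-cell with a log2 fold change of 1.77 (standard error 0.62, adjusted p = 0.0271), a call that held in 3 of 6 fits. Its change was -1.20 in MII against GV (adjusted p = 0.319) and -1.82 in zygote M against zygote (adjusted p = 0.0849).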

We next performed comparative analyses of differential mRNA translation based on developmental stage and cell cycle in connection to Figure 1B–E. For validation we selected candidate genes coding for a key meiotic and mitotic cell cycle factor *Cdc20* (25), Oocyte- and Embryo-Specific Protein 19 (OOEP), 60S Ribosomal Protein L35 (RPL35), MOS Proto-Oncogene, Serine/Threonine Kinase (Mos) and RNA Polymerase II Subunit I (POLR2I) (Supplementary Figure 4). Total mRNA coding for CDC20 is equally expressed in oocytes and embryos except for two-cell stage (two-fold change between two-cell M versus two-cell) (Supplementary Figure 4), however, in the polysomal fractions its mRNA is significantly elevated during the M-phases (Supplementary Figure 4), positively correlating with the CDC20 protein expression profile (Supplementary Figure 4). Similarly, the additional candidate mRNAs showed similar polysomal occupancy measured by qPCR (Supplementary Figure 4) and positively correlated with protein expression (Supplementary Figure 4).

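In polysomes, 447 genes were called between GV oocytes and zygotes, 309 higher and 138 lower in GV. Between GV and two-cell embryos 1331 genes were called, 981 higher and 350 lower in GV. When only the polysome libraries of the groups compared entered the fit, 2466 genes were called between GV and zygote and 1642 between GV and two-cell. With quantile normalization of the log2 values, 763 genes were higher and 647 lower in GV than in zygotes, and 1033 were higher and 1023 lower than in two-cell embryos. The calls higher in GV than in two-cell but not than in zygotes numbered 873. Among named genes, Zar1 had 1321 ± 205 FPKM (SD, n = 3) in GV, 208 ± 20.1 in zygotes and 29.7 ± 10.0 in two-cell embryos. Its log2 fold change was 2.66 against zygotes (standard error 0.63, limma adjusted p = 0.00854) and 5.53 against two-cell (standard error 0.63, adjusted p = 3.68e-07). The ranking of changes covers called protein-coding genes with no overlap between groups and a mean over the 36 libraries of at least 10 FPKM. Among these, the largest rises against zygotes were those of Elob and Rps12-ps3, by 6.38 and 5.43 on the log2 scale. Against two-cell they were those of Mettl7a3 and B4gat1, by 7.87 and 7.47. The call of B4gat1 held in 3 of 6 fits with single replicates left out. B4gat1 had a mean of 15.2 FPKM in GV and 1.72 in two-cell, where replicates ran from the floor of 0.01 to 5.13. The largest falls were those of Mfsd2a and Rnf181 against zygotes, by -4.95 and -4.61, and of Hba-a1 and Rpp25 against two-cell. Hba-a1 is listed at the floor of 0.01 FPKM in every GV library and at 53.4 ± 26.1 in two-cell, and Rpp25 changed by -11.96. H1foo was 3.21 higher on the log2 scale than in zygotes (standard error 0.68, adjusted p = 0.00286) and 4.80 higher than in two-cell (standard error 0.68, adjusted p = 1.09e-05).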

Our comparative analyses of GV oocytes with early embryos in interphase (Figure 3A) consistently showed (with respect to Figure 1B–E) that the number of actively translating mRNAs in GV oocytes was significantly higher than in the zygote, with the highest difference being observed in the comparison with the two-cell stage (569 genes) (Figure 3B–E and Supplementary File 4). 

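The genes called higher in GV than in both zygotes and two-cell embryos numbered 108, and those called lower in GV than in both numbered 62. Among protein-coding genes the counts were 71 and 30. With quantile normalization they were 221 and 307, so which group was larger changed with that step. Ccdc82 was lower in GV, with 0.100 ± 0.00895 FPKM (SD, n = 3) against 0.529 ± 0.0544 in zygotes and 1.02 ± 0.189 in two-cell embryos. Its adjusted p from limma was 0.0456 against zygotes, a call that held in 0 of 6 fits with single replicates left out, and 0.00166 against two-cell. Npm2 was also lower in GV, by a log2 fold change of -1.85 against zygotes (adjusted p = 0.0442) and -2.67 against two-cell (adjusted p = 0.00111), and the first of these calls held in 0 of 6 such fits. Ccna2 was higher in GV by 1.64 (adjusted p = 0.0275) and 1.30 (adjusted p = 0.0459), and each of these calls held in 1 of 6 such fits.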

Translation of 49 and 100 genes were constitutively down- and upregulated, respectively, in zygotes compared to GV oocytes (Figure 3B–E and Supplementary File 4). 

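The 220 tested genes for ribosomal proteins and translation factors had a median log2 fold change of 0.49 between GV and zygote, against -0.03 for the other genes. The difference in medians was 0.52, with 133 of the 220 genes higher in GV (limma camera, preset inter-gene correlation 0.01, p adjusted over 28 tests = 0.00436). With the inter-gene correlation estimated from the residuals, the adjusted p was 0.284. Between GV and two-cell the median was 0.72 for translation genes and 0.86 for the other genes, and the test did not pass (adjusted p = 0.632). Of the 220 genes, 25 were called higher and 2 lower in GV than in zygotes, and 41 were called higher and 6 lower than in two-cell embryos.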

GO analysis showed that the translation of genes involved in translational processes was significantly higher in GV oocytes when compared to the zygote and two-cell stages (Figure 3F and Supplementary File 5).

**Figure 3.**
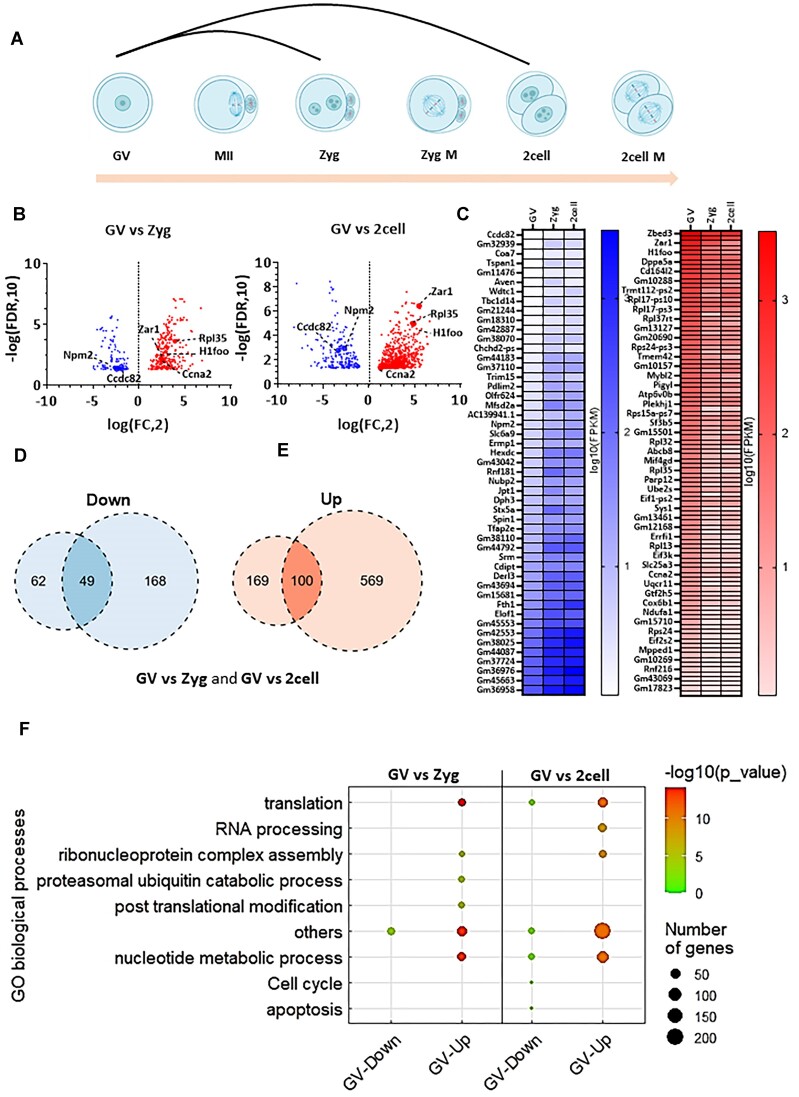
Polysome occupancy is higher in the oocyte interphase compared to embryo interphase. (**A**) Scheme of comparison of meiotic oocyte interphase with embryonic interphase. (**B**) Differential mRNA translation analysis of GV versus 1 and two-cell embryo stages. Volcano plots displaying candidate transcripts differentially enriched in polysomal fractions of oocytes and embryos from meiotic interphase and first mitotic interphases, highlighting those with FC > 2 (red) and FC < 2 (blue), adjusted *P*< 0.05. Dashed lines indicate candidate mRNAs translated in interphases compared. Connected to Supplementary File 4. (**C**) Heatmaps of Subset of mRNAs down and up regulated in oocyte interphase compared to embryo interphase. Connected to Supplementary File 4. (**D**) Venn diagram showing the number downregulated genes in oocyte interphase compared to embryo interphases. Connected to Supplementary File 4. (**E**) Venn diagram showing the number of upregulated genes in oocyte interphase compared to embryo interphases. Connected to Supplementary File 4. (**F**) Dot plot of top differentially translated gene transcripts and gene ontology (GO) analysis from (B). by WebGestalt for each cluster according to the top ranked genes for each cluster. The sizes and colours of the dots represent the number of genes and –log_10_-transformed *P*-values respectively. Connected to Supplementary File 5.

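Between MII oocytes and zygote M, 984 genes were called in polysomes, 713 higher and 271 lower in MII. Between MII and two-cell M, 4224 genes were called, 3598 higher and 626 lower. The median log2 fold change of all genes tested was 0.46 in the first comparison and 2.64 in the second. With quantile normalization, which set the medians to -0.23 and 0.14, 1014 genes were higher and 1068 lower in MII than in zygote M, and 1835 were higher and 1808 lower than in two-cell M. H2afx had 857 ± 192 FPKM (SD, n = 3) in MII, 3.24 ± 1.27 in zygote M and 48.0 ± 26.9 in two-cell M. Its log2 fold change was 8.09 against zygote M (standard error 1.37, limma adjusted p = 0.000127) and 4.35 against two-cell M (standard error 1.37, adjusted p = 0.00946). The ranking of changes covers called protein-coding genes with no overlap between groups and a mean over the 36 libraries of at least 10 FPKM. Among these, Ndufv1 rose most against zygote M, by 8.92, followed by H2afx. Lars2 and Pttg1 fell most, with changes of -6.81 and -5.65. Ltc4s and Cldn8, with 77.7 ± 15.0 and 48.1 ± 24.4 FPKM in MII, are listed at the floor of 0.01 in every two-cell M library. Mt2 and Rpp25 were lower in MII than in two-cell M by -13.62 and -12.26.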

When we compared active translation between meiotic metaphase MII and mitotic metaphases (Figure 4A), as expected from Figure 1B, the number of actively translating mRNAs in meiosis was significantly higher than first and second embryonic mitoses (Figure 4B, C). Out of 1838 identified genes in two-cell M and 539 genes in zygote M, only 180 genes were constitutively upregulated; similarly, out of 427 genes in two-cell M and 215 genes in zygote M, only 97 were constitutively downregulated when compared to meiosis (Figure 4C–E and Supplementary File 6). 

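Higher in MII than in both zygote M and two-cell M were 324 genes, and lower than in both were 129. Among the genes with a mean over the 36 libraries of at least 1 FPKM, 256 were higher than in both. With quantile normalization 358 genes were higher and 505 lower. That step gives every library the same distribution of values, so it cannot decide whether the excess of higher genes comes from the scaling. Lsm7 and Eif5a were among the genes lower in MII. For Lsm7 the log2 fold change was -2.34 against zygote M (limma adjusted p = 0.00478) and -1.48 against two-cell M (adjusted p = 0.0279), and the second call held in 2 of 6 fits with single replicates left out. For Eif5a it was -1.32 (adjusted p = 0.00781, a call that held in 4 of 6 such fits) and -1.19 (adjusted p = 0.00417). Eif1b was lower in MII than in zygote M by -2.28 (adjusted p = 0.0196, a call that held in 2 of 6 fits) but higher than in two-cell M by 3.12 (adjusted p = 0.000283).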

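The translation genes had a median log2 fold change of 2.35 between MII and zygote M, 1.93 above that of the other genes, and 183 of 220 were higher in MII (limma camera adjusted p = 1.64e-14, and 0.00171 with the inter-gene correlation estimated). Between MII and two-cell M their median was 0.49 while that of the other genes was 2.70, a difference of -2.21 (limma camera adjusted p = 0.000948, and 0.246 with the inter-gene correlation estimated). With quantile normalization the median of the translation genes between MII and two-cell M was -0.82, and the difference from the other genes was -0.99. The 87 cytosolic ribosomal protein genes had a median of 3.82 against zygote M and of -0.79 against two-cell M, where 22 were called lower and 1 higher in MII. The 72 mitochondrial ribosomal protein genes had medians of 1.75 and 2.92.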

GO analysis showed that the translation of genes involved in translational processes were significantly higher in the MII stage (Figure 4F and Supplementary File 7).

**Figure 4.**
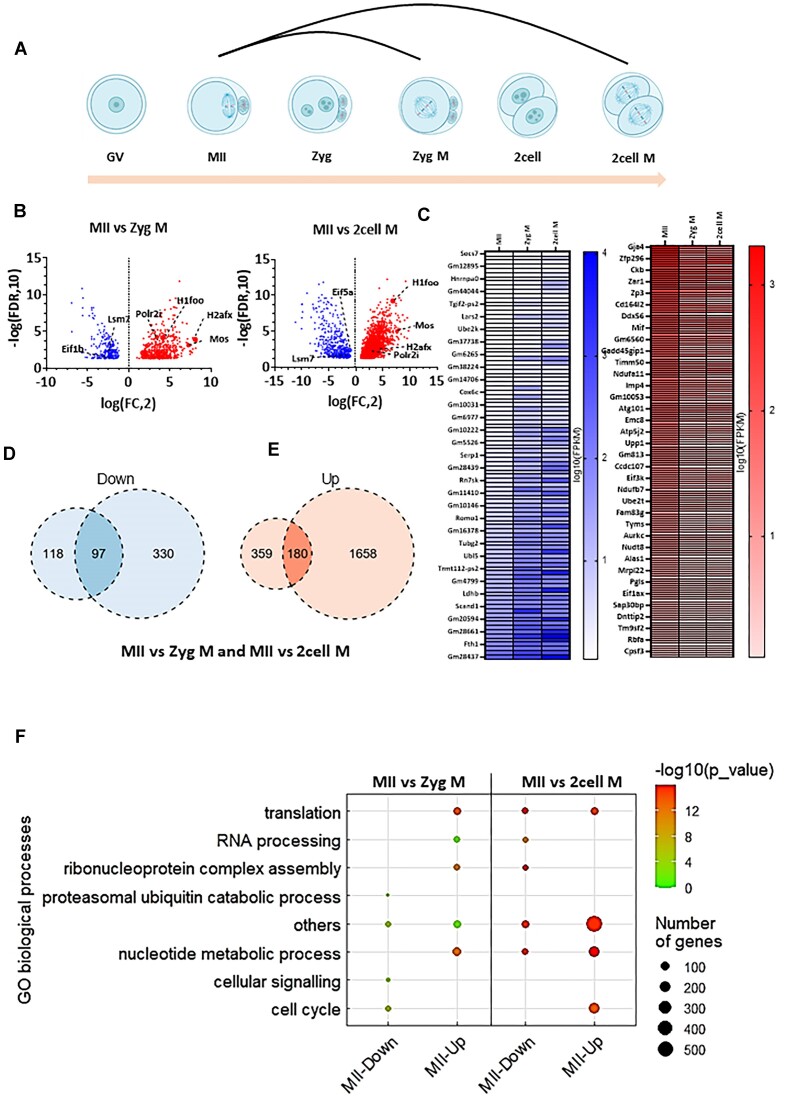
Meiotic M-phase has significantly higher translational activity than mitotic M-phases. (**A**) Scheme of comparison of meiotic M-phase with embryonic mitoses. (**B**) Differential mRNA translation analysis of meiotic M-phase versus first and second mitotic M-phases. Volcano plots displaying candidate transcripts differentially enriched in polysomal fractions of oocytes and embryos from interphase and M-phase comparisons, highlighting those with FC > 2 (red) and FC < 2 (blue), adjusted *P*< 0.05. Dashed lines indicate candidate mRNAs translated in M-phases compared. Connected to Supplementary File 6. (**C**) Candidate mRNAs commonly downregulated and upregulated in M-phases. Connected to Supplementary File 6. (**D**) Venn diagram showing the number of downregulated genes in MII phase compared to first mitotic M-phase. Connected to Supplementary File 6. (**E**) Venn diagram showing the number upregulated genes in MII phase compared to second mitotic M-phase. Connected to Supplementary File 6. (**F**) Dot plot of top differentially translated gene transcripts and gene ontology (GO) analysis from (B). by WebGestalt for each cluster according to the top ranked genes for each cluster. The sizes and colours of the dots represent the number of genes and –log_10_-transformed *P*-values, respectively. Connected to Supplementary File 7.

We then asked how mRNA translation behaves in M-phases in connection to relevant interphases of the oocyte and embryo. To answer this question, we compared the polysome bound mRNA of M-phase with its corresponding interphase stage (Figure 5A). 

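Between MII and GV, 487 genes were called in polysomes, 268 higher and 219 lower in MII. Between zygote M and zygote, 458 genes were called, 258 higher and 200 lower in zygote M. Between two-cell M and two-cell, 2890 genes were called, 648 higher and 2242 lower in two-cell M. When only the polysome libraries of the groups compared entered the fit, the counts were 2162, 2635 and 1668, so the order of the 3 comparisons depended on this choice. The fit over all 36 libraries gives each gene a single residual spread for all groups. Replicates were unequally alike, with a median r of 0.956 in zygote and 0.701 in two-cell M polysomes. That fit can thus be too strict for groups with close replicates and too lenient for two-cell M. With quantile normalization the counts were 1545, 1162 and 2972, the last with 1482 genes higher and 1490 lower in two-cell M. The median log2 fold change of all genes tested then went from -1.17 to 0.22 in two-cell M. The ranking of changes leaves out the genes common to all 3 comparisons. It covers called protein-coding genes with no overlap between groups and a mean over the 36 libraries of at least 10 FPKM. Among these, Rps27rt rose most in MII, by 8.08 on the log2 scale. Fam212a, listed at the floor of 0.01 in every GV library, had 1.29 ± 0.724 FPKM (SD, n = 3) in MII, and its call held in 2 of 6 fits with single replicates left out. Rln3 and Elob fell most, by -5.83 and -5.19. In zygote M, Gm8186 rose by 5.18, and Timm10 and Gm813 changed by -5.28 and -4.87, where the call of Gm813 held in 1 of 6 such fits. In two-cell M, Hist1h4i and Commd5 rose by 9.47 and 9.07, calls that held in 4 and 2 of 6 such fits. Their means were 46.9 and 49.1 FPKM in two-cell M and 0.614 and 1.72 in two-cell. Each had a two-cell replicate at the floor of 0.01, which enlarges the change on the log scale. F8a and Hsd3b7 changed by -11.69 and -10.50.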

The highest difference among translatomes of M-phase and corresponding interphases was found between two-cell M and two-cell (Figure 5B–D and Supplementary File 8). 

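The genes called in the same direction in all 3 comparisons of M-phase with interphase were Cdc20, Cenpa, H2afz and Nip7, which were higher in M-phase, and Ooep and Elobl, which were lower. Cdc20 lies on the minus strand of chromosome 4 from 118432901 to 118437352. It had 5.03 ± 0.723 FPKM (SD, n = 3) in GV and 141 ± 14.2 in MII. In zygotes it had 2.35 ± 0.903, in zygote M 166 ± 51.5, in two-cell 27.4 ± 7.32 and in two-cell M 71.4 ± 13.3. Its log2 fold changes were 4.81, 6.16 and 1.39 (standard error 0.36 each, limma adjusted p = 8.98e-10, 1.87e-12 and 0.00346). Nip7 rose by 3.59, 3.14 and 2.80 on the log2 scale (adjusted p between 2.57e-06 and 1.82e-05). Cenpa rose by 2.45, 1.79 and 2.36, and its call in zygote M (adjusted p = 0.0489) held in 0 of 6 fits with single replicates left out. H2afz rose by 2.22, 1.92 and 2.53, and its calls held in 4, 2 and 6 of 6 such fits. Ooep had 3244 ± 662 FPKM in GV and 228 ± 57.6 in MII, with log2 fold changes of -3.84, -2.99 and -3.24. Elobl changed by -1.08, -1.98 and -3.22, and its call in MII (adjusted p = 0.0376) held in 1 of 6 fits.

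**Figure D1:**
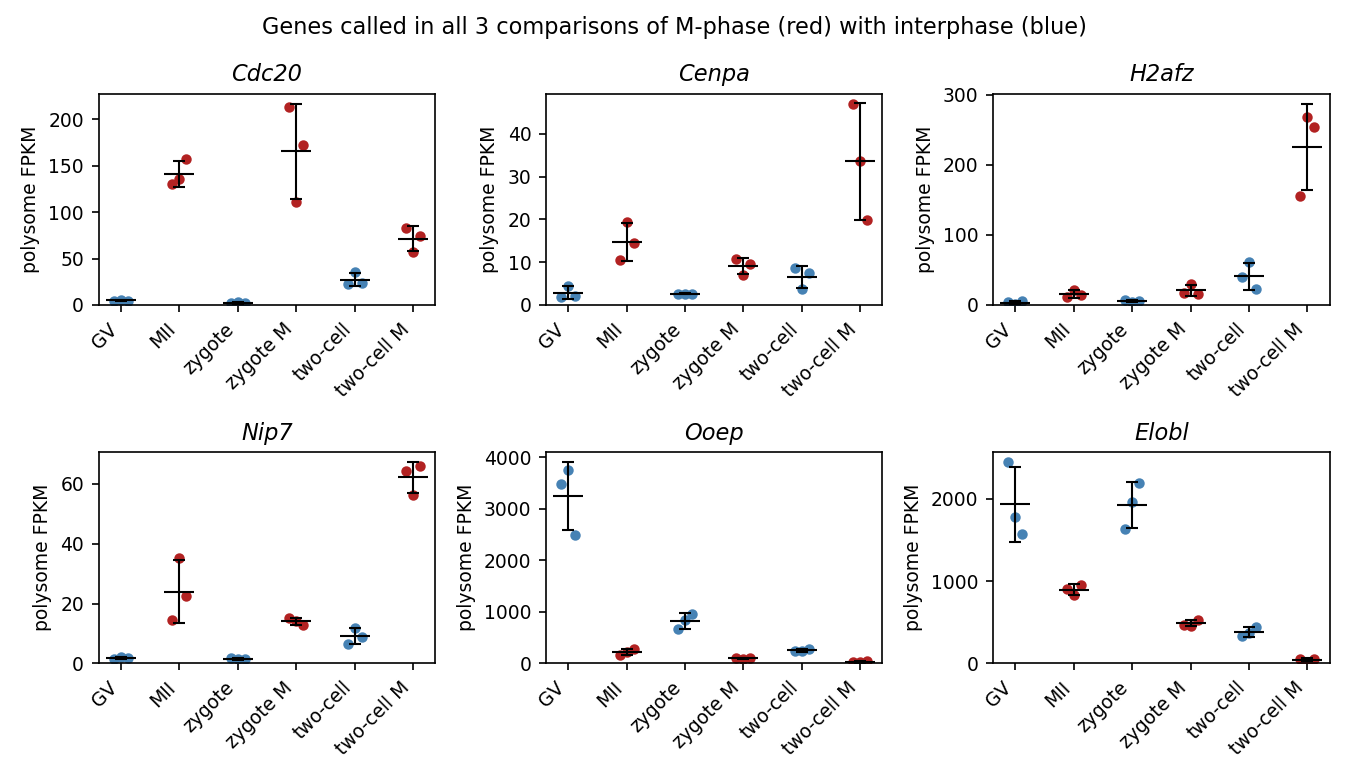
Polysome FPKM of the 6 genes in each library, by stage, with M-phase in red and interphase in blue; horizontal marks are means and bars are SDs of 3 replicates. Cdc20 is at 5.03 FPKM in GV and 141 in MII, and Ooep at 3244 in GV and 228 in MII.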

Next, we analysed if specific genes were uniformly translated in the interphases or M-phases, however, we found that only *Cdc20, CenpA, H2afz* and *Nip7* mRNAs were constitutively translated and *Ooep, Elob1* mRNAs suppressed in translation in the M-phase (Figure 5B). 

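From GV to MII the median log2 fold change of the translation genes was 1.05, against 0.15 for the other genes, and 155 of 220 rose (limma camera adjusted p = 0.00052, and 0.246 with the inter-gene correlation estimated). From two-cell to two-cell M it was 1.41 against -1.25, and 161 rose (adjusted p = 8.17e-14 and 0.00171). From zygote to zygote M it was -0.83 against -0.41, and 63 rose (adjusted p = 0.0295 and 0.431). In the non-polysome fraction the medians of the same genes were 1.90, 1.35 and -1.60 in MII, two-cell M and zygote M.

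**Figure D2:**
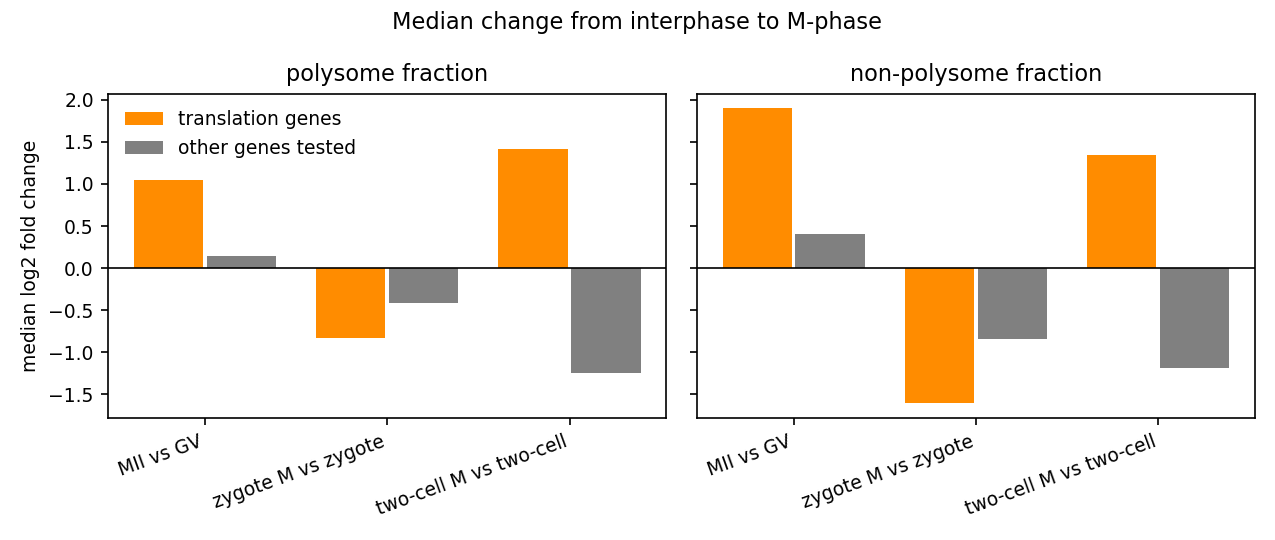
Median log2 fold change from interphase to M-phase of the 220 translation genes and of the other genes tested, in the polysome and the non-polysome fraction. In polysomes the translation genes are at 1.05, -0.83 and 1.41 in MII, zygote M and two-cell M.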

Gene ontology analysis showed that translation of mRNAs coding for proteins involved in protein synthesis were highly enriched in M-phases of meiosis and the second mitosis (Figure 5F, G and Supplementary File 8&9). Conversely, the translation of genes involved in the cell cycle regulation were highest in the GV and two-cell interphases (Figure 5F, G and Supplementary File 8&9).

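The 106 tested cell cycle genes, a list of core regulators chosen by symbol, had a median log2 fold change of 0.55 from GV to MII, against 0.17 for the other genes (limma camera adjusted p = 0.632). From two-cell to two-cell M the median was -0.87 against -1.17 (adjusted p = 0.787), and from zygote to zygote M it was -0.76 against -0.42 (adjusted p = 0.886). None of these shifts passed the threshold. Of the 106 genes, 5 were called higher and 5 lower in MII than in GV, and 9 were called higher and 25 lower in two-cell M than in two-cell. From its comparisons of translatomes taken together, the paper concludes that the most significant dynamic occurs in meiosis and the second embryonic mitosis.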

**Figure 5.**
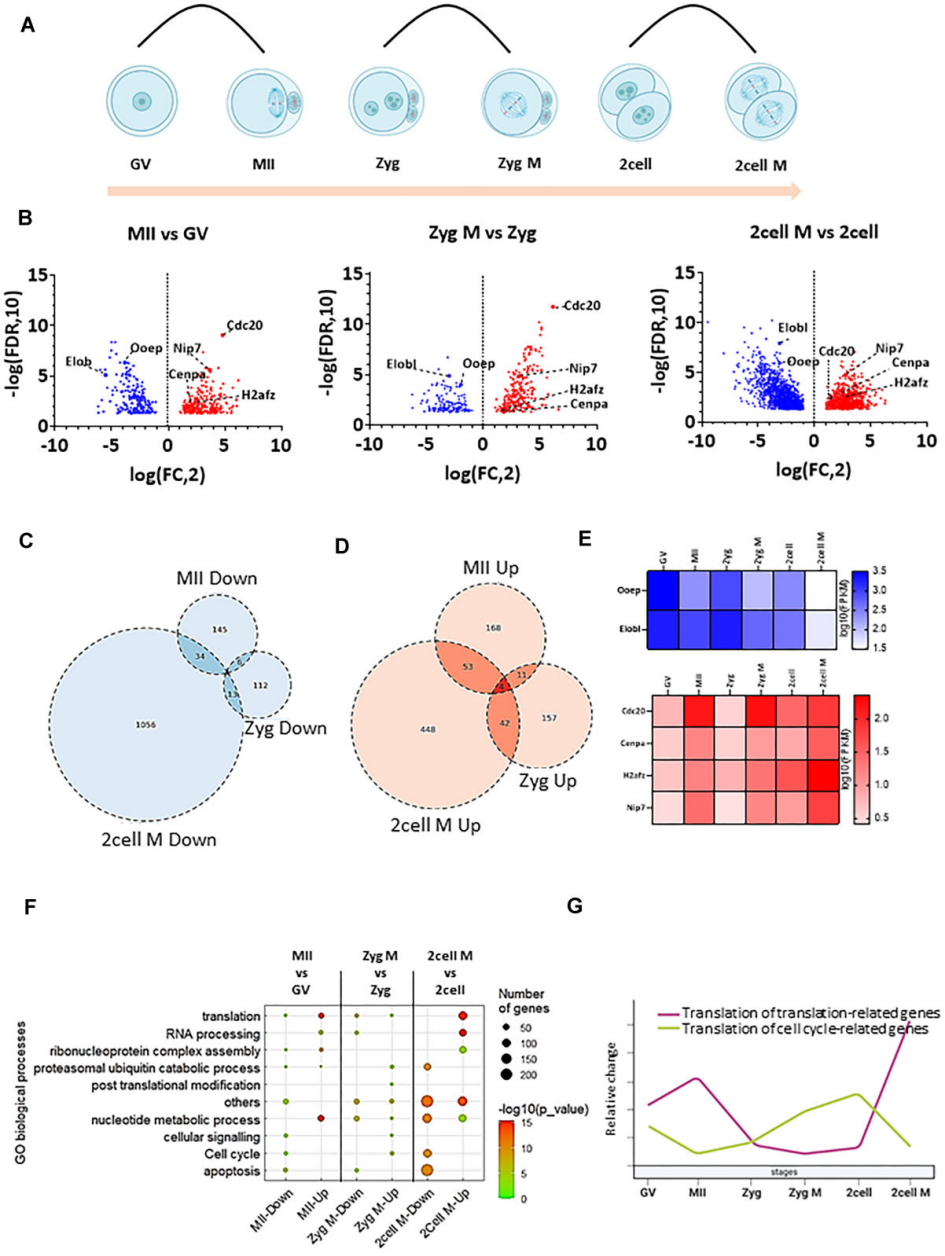
Translational regulation is significantly enriched in meiosis and 2nd embryonic mitosis. (**A**) Scheme of interphases and M-phases comparisons. (**B**) Differential gene expression analysis of M-phase versus interphase of oocytes and embryos. Volcano plots displaying candidate transcripts differentially enriched in polysomal fractions of oocytes and embryos from interphase and M-phase comparisons, highlighting those with FC > 2 (red) and FC < 2 (blue), adjusted *P*< 0.05. Dashed lines indicate candidate mRNAs translated in M-phases compared. See also Supplementary Figure 4 for candidate mRNA validation. Connected to Supplementary File 8. (**C**) Venn diagram showing the number of downregulated genes in M-phase compared to interphase. Connected to Supplementary File 8. (**D**) Venn diagram showing the number upregulated genes in M-phase compared to interphase. Connected to Supplementary File 8. (**E**) Candidate mRNAs commonly downregulated and upregulated in M-phases. Connected to Supplementary File 8. (**F**) Dot plot of top differentially translated gene transcripts and gene ontology (GO) analysis from (B). by WebGestalt for each group according to the top ranked genes for each cluster. The sizes and colours of the dots represent the number of genes and –log_10_-transformed *P*-values, respectively. Connected to Supplementary File S9. (**G**) Line graph derived from the dot plot (Figure 3F) highlighting the translation of cell cycle and translational gene in each group. Connected to Supplementary File 5.

Collectively, our analysis indicates that translation of maternally stored mRNAs is significantly higher in GV and MII stage compared to the zygote and two-cell stages. Additionally, we show that translation of the subset of mRNAs is highly dynamic, stage specific and higher in oocytes than in early embryos. The most significant translatome dynamic occurs in meiosis and the second embryonic mitosis. Our data clearly indicate that the translation of maternal mRNAs is temporally regulated in connection to the cell cycle and developmental stage.

### Increased activity of eEF2, 4E-BP1 and mTOR translational pathways during M-phase

The phosphorylation of 4E-BP1 by mTOR results in the release of eIF4E, enabling its interaction with eIF4G and the formation of the eIF4F complex, thereby facilitating cap-dependent translation initiation. To examine the relationship between mTOR signaling and translation during oocyte and embryo development, we conducted immunoblotting (IB) to assess the status of key translational regulators, including 4E-BP1, eukaryotic elongation factor kinase (eEF2K), and its downstream substrate, elongation factor eEF2. We showed that 4E-BP1 was uniformly hyper-phosphorylated during the M-phases, independent of developmental stage, leading to its inability to suppress initiation eIF4F complex formation. (Figure 6A–C). Additionally, the translational and elongation axis consistently exhibited higher activity during the M-phases across all developmental stages. (Figure 6A–C). Our current data also showed that specific mRNAs were actively translated during the M-phase (Figure 5B). Further IB analysis of the additional translational regulators mTOR, RPS6, ERK and translation initiation factors (14,26) showed the highest activity in the MII oocyte (Figure 6D–F and Supplementary Figure 5), correlating with a higher number of mRNAs being translated during this stage (Figure 4). Similarly, we observed that mRNA coding for components of the mTOR pathway (AKT, RPS6) and a number of eukaryotic initiation factors, abundantly occupied polysomes in MII oocytes, with a decreasing trend towards the two-cell M embryo stage (Supplementary Figure 5). 

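In polysomes Rps6 had 3.64 ± 1.58 FPKM (SD, n = 3) in MII, 0.333 ± 0.127 in zygote M and 10.1 ± 1.90 in two-cell M. It was higher in MII than in zygote M by 3.44 on the log2 scale (standard error 0.71, limma adjusted p = 0.00123), and its change against two-cell M was -1.56 (adjusted p = 0.0663). Akt1 had 5.01 ± 0.510 FPKM in MII, 5.73 ± 2.35 in zygote M and 1.17 ± 1.29 in two-cell M, a log2 fold change of -0.12 against zygote M (adjusted p = 0.970) and 3.56 against two-cell M (adjusted p = 0.00465, a call that held in 5 of 6 fits with single replicates left out). Eif6 had 584 ± 150 FPKM in MII, 113 ± 22.0 in zygote M and 229 ± 35.5 in two-cell M. It was higher in MII by 2.35 (adjusted p = 1.25e-05) and 1.33 (adjusted p = 0.00164). Eif2b2 was higher in MII by 3.50 (adjusted p = 6.18e-06) and 2.16 (adjusted p = 0.000424). Eif3g was higher than in zygote M by 5.47 (adjusted p = 0.000855), and its change against two-cell M was 1.48 (adjusted p = 0.260). Rps6kb1 was 4.29 higher in MII than in two-cell M (adjusted p = 0.00554), but -0.62 with quantile normalization. In two-cell M it was near the floor, at 0.01 to 0.0130 FPKM. Its change against zygote M was 0.63 (adjusted p = 0.846). Rps6ka1 was called in neither comparison, with changes of 0.20 against zygote M (adjusted p = 0.962) and 2.77 against two-cell M (adjusted p = 0.101). Of the other initiation factors named in Supplementary Figure 5, Eif2b4 and Eif1ax were called higher in MII in both comparisons, Eif3l and Eif4a3 only against zygote M and Eif2d only against two-cell M, while Eif3f, Eif2s1, Eif4e2, Eif3h and Eif3m were called in neither. With single replicates left out, the call of Eif2b4 against two-cell M (adjusted p = 0.0494) held in 0 of 6 fits and that of Eif2d in 4, the calls of Eif1ax held in 3 against zygote M and 5 against two-cell M, and that of Eif3l in 2. Rps6ka3 was not among the genes tested.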

To our knowledge, these results provide the first evidence of a uniform activation pattern of the key translation initiation and elongation factors linked to early developmental and cell cycle stages. Furthermore, the obtained data indicate variability of translation and activity of the key translational factors throughout meiotic maturation and early embryo development.

**Figure 6.**
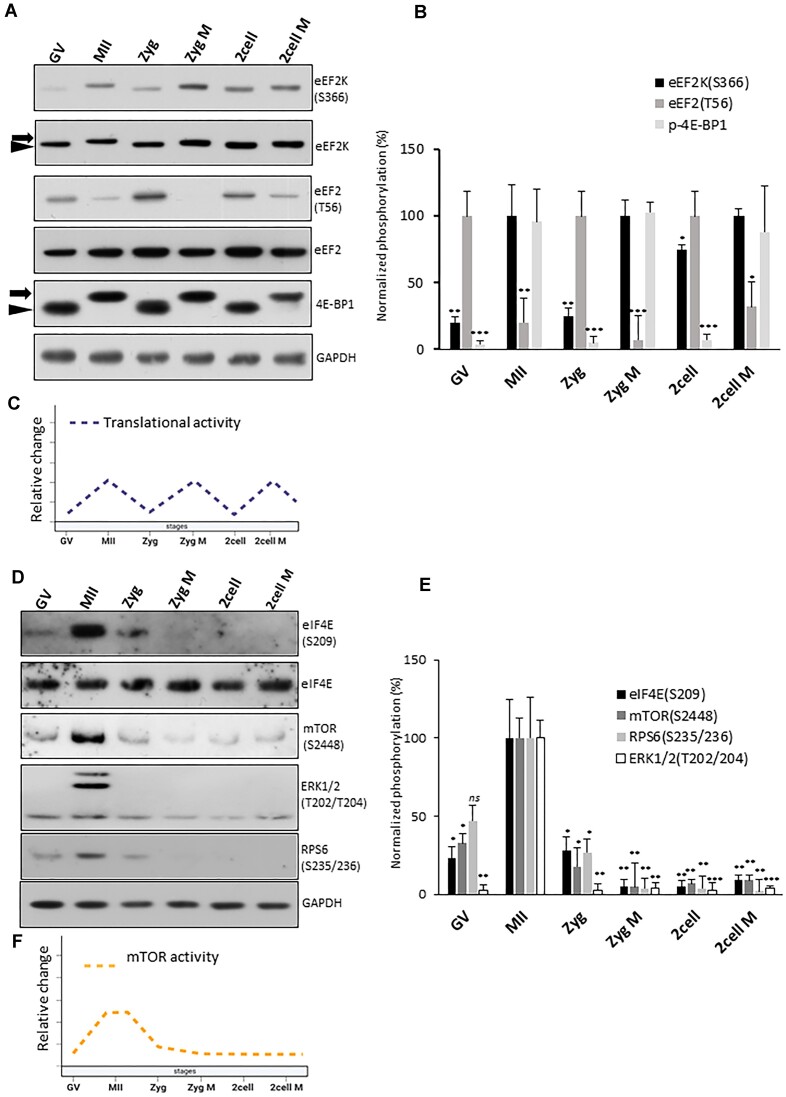
Increased activity of eEF2, 4E-BP1 and mTOR translational pathways during M-phase. (**A**) Immunoblot analyses of the key protein for cap-dependent translation show activity in M-phase. Arrow denotes phosphorylated and arrowhead for total form of protein. (**B**) Normalized densitometric values from components from (A). Data are represented as the mean ± s.d.; values obtained for relevant. stage with highest intensity was set as 100%. Data are represented as mean ± s.d.; *P< 0.05; **P< 0.01; ***P< 0.001 according to Student's *t*-test; from three biological replicates. (**C**) Scheme representing the active translation derived from the (A) and (B). (**D**) Western blot analysis of the key proteins for mTOR-related pathways. (**E**) Normalised densitometric values of immunoblot of (D). Data are represented as mean ± s.d.; MII set as 100%; *P< 0.05; **P< 0.01; ***P< 0.001 according to Student's *t*-test; from three biological replicates. (**F**) Scheme representing the mTOR activity derived from the (D) and (E).

### Modulation of eEF2K/ eEF2 axis negatively influences embryo development

Based on the results indicating the activation of eEF2 in oocytes and embryos during M-phase (Figure 6A–C), we investigated whether inactivation of eEF2 would affect the meiotic or developmental competence of oocytes and embryos, respectively. To achieve eEF2 inhibition, we employed continuous activation of eEF2K via inhibition of S6K1 using a selective p70 ribosomal S6 kinase (S6K1) inhibitor (p70KI) and eEF2 inhibitor, ETA compound, (27,28); leading to increased eIF2 phosphorylation at Ser56 (Supplementary Figure 6A, B and Supplementary Figure 7A, B). Thus, resulting in eEF2 inhibition (29). Our findings revealed no discernible inhibitor effect on meiotic progression nor fertilization (Figure 7A, B and Supplementary Figure 6C and Supplementary Figure 7C, D, F). However, the induced change in eEF2 activity negatively impacted the ability of *in vitro* fertilized oocytes to accomplish preimplantation embryo development to the blastocyst stage (Figure 7C, D). Additionally, we treated zygotes with p70KI and analyzed developmental competence up to the two-cell stage. We found no visible effect of eEF2 inhibition on development to the two-cell stage (Supplementary Figure 6D and Supplementary Figure 7E, G), however, blastocyst development rates were decreased significantly (Figure 7E, F and Supplementary Figure 7E, G).

**Figure 7.**
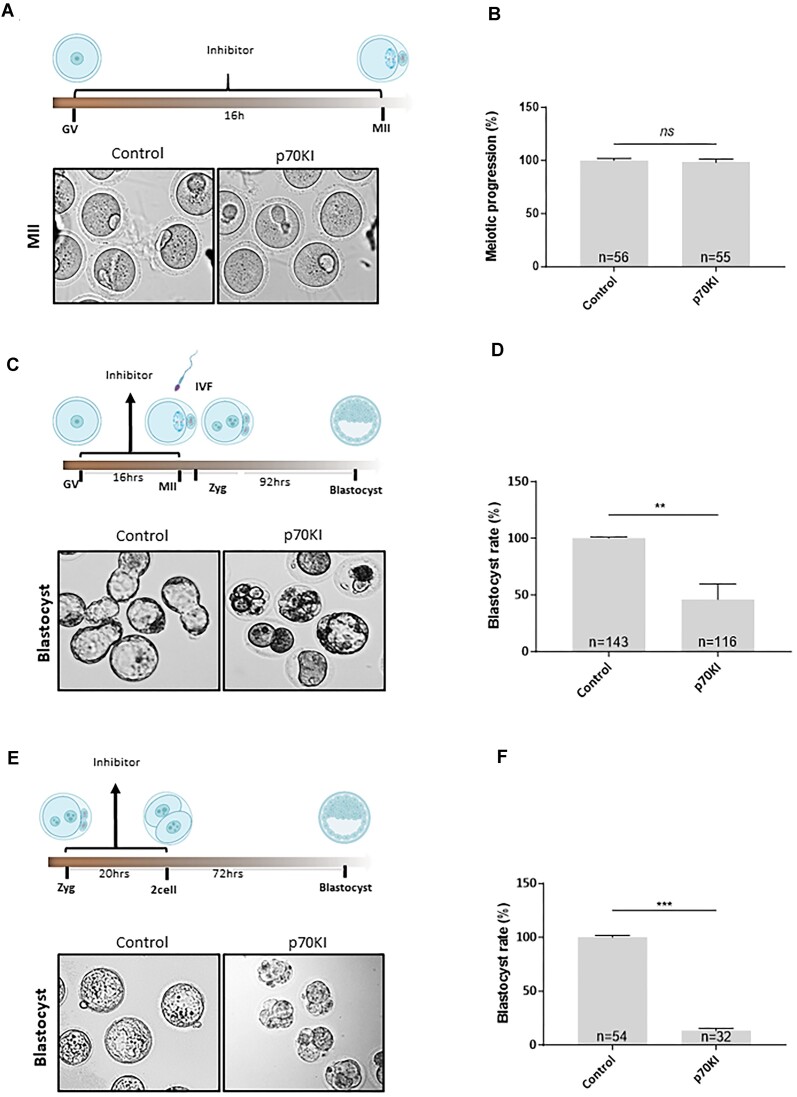
Modulation of eEF2K/ eEF2 axis negatively influences embryo development. (**A**) Scheme for inhibitor treatment of oocytes and impact on meiotic maturation. Representative images of meiotic progression of oocytes treated by 5μM p70KI inhibitor during meiotic maturation. For effect of inhibitor on the eEF2 phosphorylation see Supplementary Figure 6A, B. (**B**) Quantification of oocyte progression from GV to MII stage after inhibitor treatment. Data represented as mean ± s.d.; Student's *t*-test: *ns*, nonsignificant; from three biological replicates with presented *n*. (**C**) Scheme of inhibitor treatment in oocytes and followed by IVF. Representative image of embryo development after inhibitor treatment (p70KI) and IVF; *n* ≥ 3. (**D**) Quantification of blastocyst formation after inhibition of eEF2 during oocyte progression followed by IVF. Data are represented as mean ± s.d.; **P< 0.01 according to Student's *t*-test; from three biological replicates with presented *n*. For evaluation of fertilization see Supplementary Figure 6C. (**E**) Scheme for inhibitor treatment in embryos. Representative image of embryo development after 5 μM inhibitor treatment (p70KI); *n* ≥ 3. (**F**) Quantification of blastocyst formation after inhibition of eEF2 at zygote. Data are represented as mean ± s.d.; **P< 0.01 according to Student's *t*-test; from three biological replicates with presented *n*. For evaluation of two-cell development, see Supplementary Figure 6D. For additional inhibitor treatment see Supplementary Figure 7.

Collectively, our data clearly suggest that altering the activity of translation elongation during the earliest stages of development (during oocyte meiotic maturation and during the oocyte-embryo transition) has a detrimental effect on the preimplantation developmental potential of oocytes and zygotes.

## Discussion

In this study, we used a genome-wide approach to identify cell cycle-dependent translation of maternal mRNAs. In the absence of transcription, translation is the major regulator of oocyte and early embryonic development (7,30,31). Our results reveal that global translation varies throughout the cell cycle, specifically during the studied interphases and M-phases, independently of oocyte meiosis or embryonic mitoses. Although translation is globally decreased in M-phases, our analysis of M-phase translatomes reveal surprising uniformity in the activation of translation initiation and elongation players, that promote the translation of a subclass of maternal mRNAs. Throughout the cell cycle, it is critical that certain proteins are synthesized rapidly and in sufficient quantities to ensure an intact continuum of developmental progression (32). Our findings support the importance of translational regulation in this process and suggest that specific subsets of maternal mRNAs are selectively translated during M-phases.

Our study also reveals that certain subsets of mRNAs are part of highly dynamic translational clusters, with the translational rate of 12 observed clusters changing significantly during development and promoting the synthesis of specific proteins essential for the current or subsequent stage. Interestingly, subclasses of mRNAs belonging to different biological processes were expressed in temporally coordinated patterns, exhibiting a few dominant biological processes at specific stages. For example, translation of mRNAs encoding translation factors were most active in the MII oocyte and the two-cell M embryo, positively correlating with increased translation of specific mRNAs associated with the completion of meiosis and the maternal-zygotic transition (MZT) (7). Interestingly, translation of mRNAs encoding cell cycle regulatory factors decreased from the GV oocyte to the MII oocyte and peaked in their translational activity at the two-cell stage, with minimal translation in the MII oocyte or two-cell M embryo. To our surprise, we found only six uniformly translating mRNAs in the M-phases, indicating specific translation in each metaphase. We also observed that a large number of mRNAs were not commonly translated in the M-phases, as in interphases, indicating differential contribution to the meiotic and the first two mitotic M-phases. However, mRNAs encoding essential cell division factors such as CDC20, CENP A, and H2AFZ (33–35), were significantly translated in all three M-phases examined, as were the downregulated oocyte-specific transcripts OOEP and ELOBL (36). Importantly, GO profiles associated with apoptosis showed a decreasing trend, indicating no negative effects of *in vitro* manipulation.

The observed increase in the number of gene transcripts at the two-cell stage could be due to onset of the major genome activation. In mice, the maternal-zygotic transition (MZT) occurs at the late two-cell stage, where developmental control is transferred to the zygotic genome (reviewed in (37). This is accompanied by a significant increase in mRNAs encoding factors involved in translation processes. Interestingly, translation of protein synthesis associated factors are significantly reprogrammed in the MII oocyte and post-two-cell stage embryo. Our study also revealed that the most robust translational changes were detected in the second mitotic M-phase, suggesting that transcriptional reprogramming in the second embryonic interphase is reflected by accompanying and related translational changes. This finding is consistent with observations in the bovine model, where MZT occurs at the eight-cell stage (38). Consistently, the post two-cell stage embryo is significantly affected by the downregulation of the eIF2K/eIEF2 signalling axis. Taken together, our results provide new insights into the dynamic regulation of translation during oocyte and early embryonic development, highlighting the importance of translational control in ensuring the timely and germane progression of the early developmental stages.

Additionally, the study showed significant quantitative changes in the translatomes during oocyte and embryonic development with uniform oscillations observed in the activity of the translational machinery components, including translation initiation and elongation factors. This suggests that the protein synthesis machinery may adapt to optimize the translation of specific mRNAs. Similarly, Smith and Proud, 2008 have reported low phosphorylation status of eEF2 by the inactivation of eEF2K due to elevated calcium levels (40), controlled by the cyclin-dependent kinase (CDK1) in mitotic cells (39). This is consistent with our finding that eEF2 is dephosphorylated and active during the M-phases of meiosis and mitosis, while the mTOR-eIF4F translation pathway is highly activated during NEBD (14). Such activation disappears post-fertilization and reactivates in the 8- to 16-cell stage mouse embryo (41). Moreover, the dominant activity of mTOR1, RPS6, eIF4E, and ERK1/2 occurs in the oocyte, which correlates with the highest observed levels of global translation. It has been shown that mTOR1 and RPS6 phosphorylation play a role in translational control of a subclass of mRNAs containing the 5′-tract oligopyrimidine sequence (5′ TOP) and this level of regulation may confer greater specificity to the ribosome (12,14,42,43). Similarly, ERK1/2 triggers meiosis-dependent mRNA translation. In addition to the uniform mode of increased translational initiation/elongation activity in M-phases, the mTOR1 signaling pathway is unique to oocyte development, which could distinguish meiotic from mitotic translation and represents cell type-specific translation.

Inhibition of the mTOR pathway differentially affects polysomal recruitment of newly translated mRNAs, which are either mTOR-dependent (44) or mTOR-independent (21,45–49). Similarly, ERK1/2 triggers meiosis-dependent mRNA translation (26). Our results highlight the possibility of translation being reprogrammed to promote translation in a cell type- and cell cycle-dependent manner. This may explain the observed discrepancy between the decrease in global translation and the activation of translation initiation and elongation in meiotic and mitotic M-phases.

In summary, our work sheds light on mRNA translation encoding components of metabolic pathways whose periodic expression has not been previously demonstrated. It is tempting to speculate that the discovered mRNAs and encoded proteins play, as yet, unknown roles in the progression or regulation of the mammalian cell cycle and early development. Along with the observation that temporal patterns are present at the level of translation and oscillatory activity of specific translational players simultaneously ensures the transition of different cell types, cell cycles, and developmental stages.

## Supplementary Material

gkad996_Supplemental_Files Click here for additional data file.

## Data Availability

The data underlying this article are available the Gene Expression Omnibus at https://www.ncbi.nlm.nih.gov/geo/ under the accession number GSE230016.

# Supplementary material for: The translational oscillation in oocyte and early embryo development
**Source:** Nucleic Acids Res. 2023 Nov 10;51(22):12076–91. doi: 10.1093/nar/gkad996
**Supplement:** gkad996_Supplemental_Files

## SUPPLEMENTARY FIGURES LEGENDS

### Supplementary Figure 1. Analysis of translational stress in the oocytes and early embryos used in the study.

- A.** DAPI stained oocytes and early embryos in the interphase and M-phase. Scale bar, 15  $\mu$ m. The dashed lines represent cell cortex. The lower row shows the zoomed nuclei/chromosomal area.
- B.** Analysis of activity of the translational stress marker eIF2a (S51) by immunoblotting. GAPDH was used as a loading control. Representative image from three biological replicates.
- C.** Ratio of the eIF2a activity in the oocyte and early embryo development. Data are represented as the mean  $\pm$  s.d.; \*\* $p < 0.01$ ; ns, nonsignificant; Student's  $t$ -tests;  $n \geq 5$ .
- D.** A comparative analysis of the impact of Nocodazole (Noco) on the activity of 4E-BP1, eIF2a, and eEF2K in naturally progressing oocytes. GAPDH was used as a loading control. Representative image from three biological replicates.
- E.** Immunoblotting analysis of effect of stressor NaAsO<sub>2</sub> on the phosphorylation of eIF2a, eEF2 and 4E-BP1 in the embryonic M-phases. GAPDH was used as a loading control. Representative image from three biological replicates.

### Supplementary Figure 2. Validation of ribosomal fractionation for presence of 18S and 28S rRNA.

- A.** qRT-PCR analysis of distribution of 18S rRNA in non-polysomal and polysomal fractions in different developmental stages of oocytes and embryos. Data are represented as the mean  $\pm$  s.d.
- B.** qRT-PCR analysis of distribution of 28S rRNA in non-polysomal and polysomal fractions in different developmental stages of oocytes and embryos. Data are represented as the mean  $\pm$  s.d.

### Supplementary Figure 3. RNAseq analysis of ribosomal fractionation from oocytes and early embryos.

- A.** Principal component analysis of polysomal and non-polysomal RNA in different stages of oocyte and early embryo development.
- B.** Total number of polysome occupied RNAs  $>0.1$  FPKM in the oocytes and early embryos. No significant change in the total number of gene expressed in each stage. However, genes are differentially expressed based on the cell cycle stages.
- C.** Heat map showing the differential gene expression of GV and MII stage.
- D.** Heat map showing the differential gene expression of Zygote and Zygote M stage.
- E.** Heat map showing the differential gene expression of 2cell and 2cell M stage.

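The number of genes above 0.1 FPKM per polysome library was 9665 ± 802 (SD, n = 3) in GV, 10042 ± 130 in MII and 10321 ± 45.7 in zygotes. It was 9214 ± 381 in zygote M, 8706 ± 343 in two-cell and 7046 ± 689 in two-cell M. Over the 6 stages the numbers differed by a permutation test of the F statistic with 100000 resamples (F = 18.2, p = 7e-05). Two-cell M libraries had between 6261 and 7550 genes and two-cell libraries between 8383 and 9066 (exact two-sided permutation test, p = 0.1, the smallest p that 3 libraries against 3 allow). With a threshold of 1 FPKM the stage means ranged from 3706 to 4808. In the non-polysome fraction the numbers fell from 10445 ± 73.2 in zygotes to 5512 ± 375 in two-cell M.

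**Figure D3:**
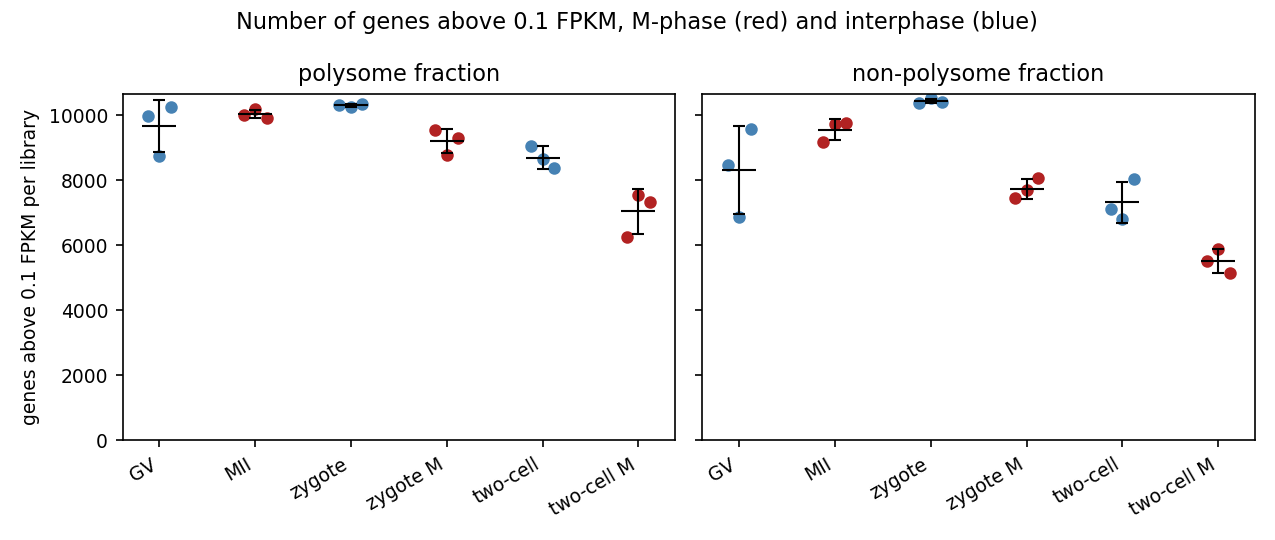
Number of genes above 0.1 FPKM in each library of the polysome and the non-polysome fraction, by stage; horizontal marks are means and bars are SDs of 3 replicates. The polysome libraries of two-cell M lie between 6261 and 7550 genes.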

### Supplementary Figure 4. Validation of datasets from RNA-seq polysomal fractions.

Analysis of *Cdc20*, *Ooep*, *Rpl35*, *Mos* and *Polr2i* mRNA expression in whole transcriptome in the different stages. Data are represented as mean  $\pm$  s.d.; ns-nonsignificant; \* $p < 0.05$  according to Student's  $t$ -test; from three biological replicates. Polysome bound *Ccdc20*, *Ooep*, *Rpl35*, *Mos* and *Polr2i* mRNA detected by RNA-sequencing. Data are represented as mean  $\pm$  s.d.; \*\*\* $p < 0.001$  according to Student's  $t$ -test; from four biological replicates. qRT-RT analysis of *Cdc20*, *Ooep*, *Rpl35*, *Mos* and *Polr2i* mRNA presence in the polysomal fractions. Data are represented as mean  $\pm$  s.d.; \*\*\* $p < 0.001$  according to Student's  $t$ -test; from three biological replicates. Immunoblot analysis of CDC20, RPL35, MOS, and POLR2I protein expression in the different developmental stages. Representative image from at least two independent replicates.

### Supplementary figure 5. The mTOR1 translational pathway is abundant in the oocyte and decreases in early embryonic development.

- A.** Polysomal occupation of mRNAs coding for canonical mTOR1 translational pathway. Data are represented as the mean  $\pm$  s.d.
- B.** Polysomal occupation of mRNAs coding for eukaryotic initiation factors. Data are represented as the mean  $\pm$  s.d.

### Supplementary Figure 6. Validation of the eEF2 activity with p70KI.

- A.** Immunoblot analysis of phosphorylation status of eEF2 on Thr56 in the oocytes treated with vehicle (control) and p70KI in different concentration. Representative images from three biological replicates.
- B.** Normalized densitometric values of eEF2(T51) from components from A. Data are represented as the mean  $\pm$  s.d.; values obtained for relevant. stage with lowest intensity was set as 100%. Data are represented as mean  $\pm$  s.d.; ns, non-significant; \*\* $p < 0.01$  according to Student's  $t$ -test; from three biological replicates.

**C.** Quantification of fertilization rate after inhibition of eEF2 using 5  $\mu$ M p70KI inhibitor during oocyte maturation followed by IVF.

Data are represented as mean  $\pm$  s.d.; *ns*, nonsignificant according to Student's *t*-test; from three biological replicates with presented n.

**D.** Quantification of 2cell development after inhibition of eEF2 post fertilization. Data are represented as mean  $\pm$  s.d.; *ns*, nonsignificant according to Student's *t*-test; from three biological replicates with presented n.

#### **Supplementary Figure 7. Validation of the eEF2 activity with Exotoxin A (ETA).**

**A.** Immunoblot analysis of phosphorylation status of eEF2 on Thr56 in the oocytes treated with vehicle (control) and ETA in different concentration, from three biological replicates.

**B.** Normalized densitometric values of eEF2(T56) from components from **A**. Data are represented as the mean  $\pm$  s.d.; values obtained for relevant. stage with lowest intensity was set as 100%. Data are represented as mean  $\pm$  s.d.; \**p*<0.05 according to Student's *t*-test; from three biological replicates.

**C.** Scheme of the experiment and representative images of MII stage oocytes after 16h of 72 nM inhibitor treatment.

**D.** Quantification of meiotic progression after inhibition of eEF2 during oocyte maturation. Data are represented as mean  $\pm$  s.d.; *ns*, nonsignificant according to Student's *t*-test; from three biological replicates with presented n.

**E.** Scheme of the experiment and representative images of the blastocysts from 72 nM ETA treated oocytes.

**F.** Quantification of fertilization rate after inhibition of eEF2 during oocyte maturation followed by IVF. Data are represented as mean  $\pm$  s.d.; *ns*, nonsignificant according to Student's *t*-test; from three biological replicates with presented n.

**G.** Quantification of blastocyst development after inhibition of eEF2 during oocyte maturation followed by IVF and then assessed further development. Data are represented as mean  $\pm$  s.d.; *ns*, nonsignificant according to Student's *t*-test; from three biological replicates with presented n.

**Supplementary Table 1:** Supplementary tables of primers used for qPCR (**A**) and primary antibodies used in Immunoblotting, immunocytochemistry and PLA (**B**).

#### **SUPPLEMENTARY FILE LEGENDS**

**Supplementary File 1. Mouse Polysome\_normalized FPKM.** A complete list of genes after normalization from RNAseq data are listed in this file. F1: Non polysome, F6: Polysome (highlighted as green). A, B and C represents the first, second and third replicates.

**Supplementary File 2. (Fig. 2A) Clusters.** Total genes and its average values used for the cluster classification.

**Supplementary File 3. (Fig. 2B) GO Dot plot Cluster major.** GO analysis and the combined group of GO terms along with "*p*" values of each cluster.

**Supplementary File 4. (Fig. 3B, D, E) DE genes interphase vs interphase.** List of up and down regulated genes, fold change, and "*p*" values compared to GV vs. zygote and GV vs 2cell stage.

**Supplementary File 5. (Fig. 3 F) GO Dot plot Oocyte interphase vs Embryo interphase.** GO analysis and the combined group of GO terms along with "*p*" values of up and down regulated genes compared to GV vs. zygote and GV vs. 2cell stage.

**Supplementary File 6. (Fig. 4B C, D, E) DE genes meiosis vs mitosis.** List of up and down regulated genes, fold change, and "*p*" values compared to MII vs zygote M and MII vs. 2cell M stage.

**Supplementary File 7. (Fig. 4F) GO Dot plot Oocyte meiosis vs Embryo Mitosis.** GO analysis and the combined group of GO terms along with "*p*" values of up and down regulated genes compared to MII vs. zygote M and MII vs. 2cell M stage.

**Supplementary File 8. (Fig. 5B, C, D, E) DE genes M-phase vs Interphase.** List of up and down regulated genes, fold change, and "*p*" values compared to MII vs GV, zygote M vs. Zygote and 2cell M vs. 2cell stage.

**Supplementary File 9. File (Fig. 5F) GO Dot plot M-phase vs Interphase.** GO analysis and the combined group of GO terms along with "*p*" values of up and down regulated genes compared to MII vs GV, zygote M vs. Zygote and 2cell M vs. 2cell stage.

Supplementary Figure 1

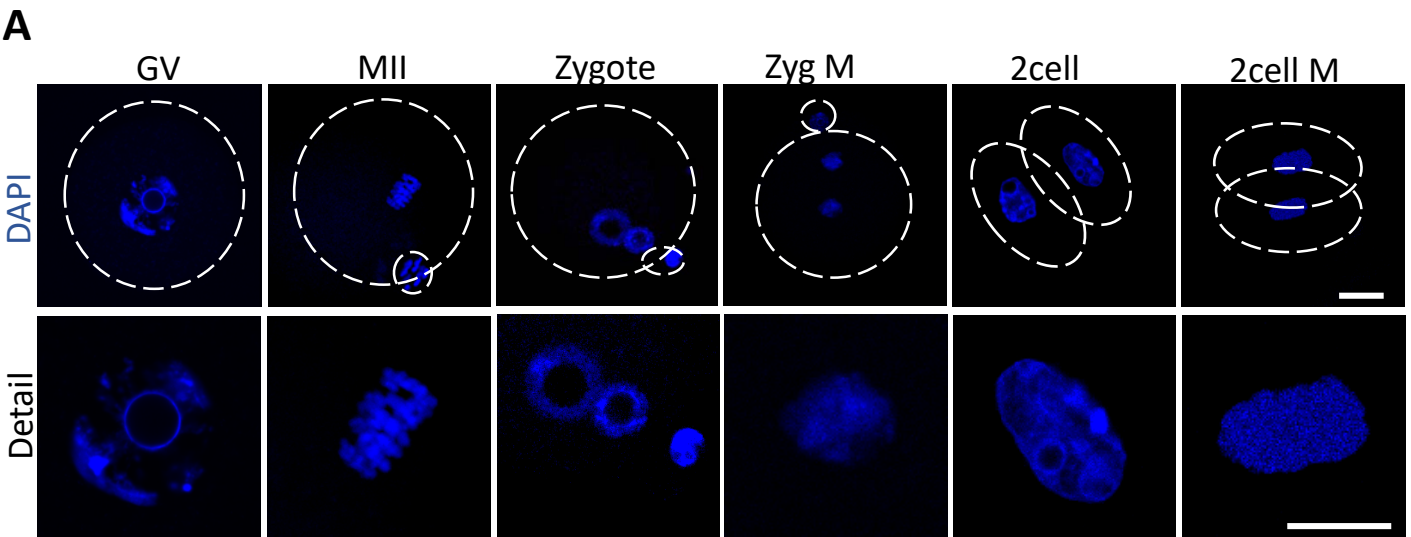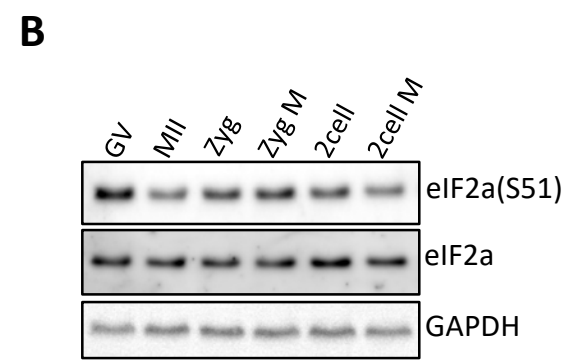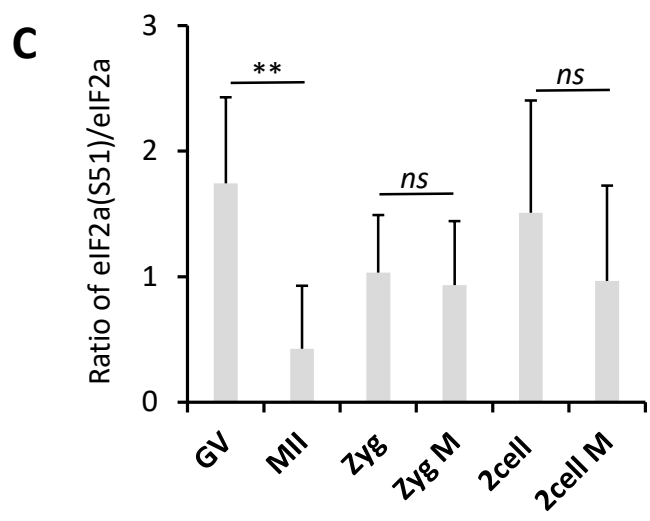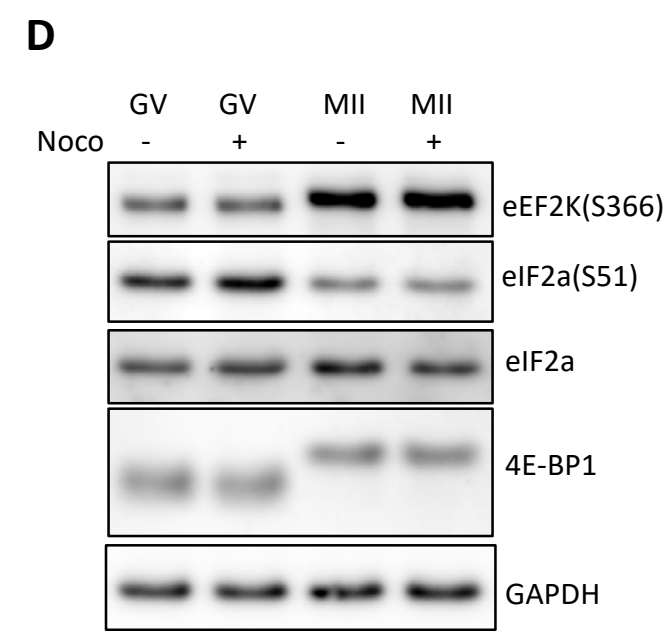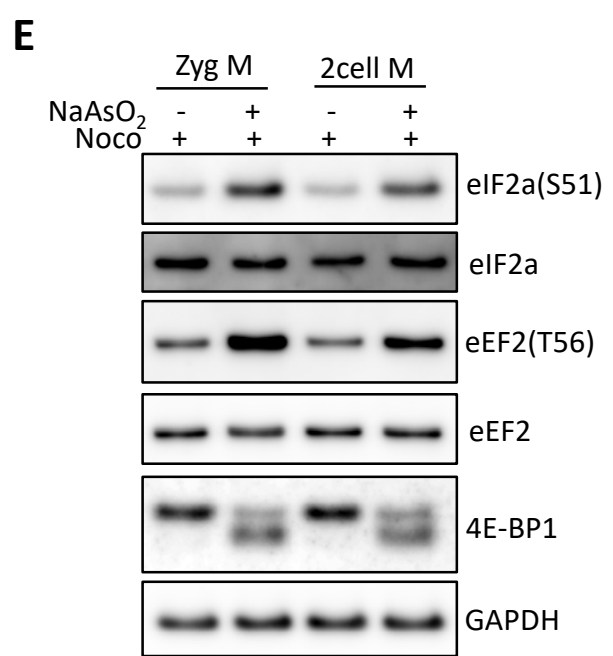

Supplementary Figure 2

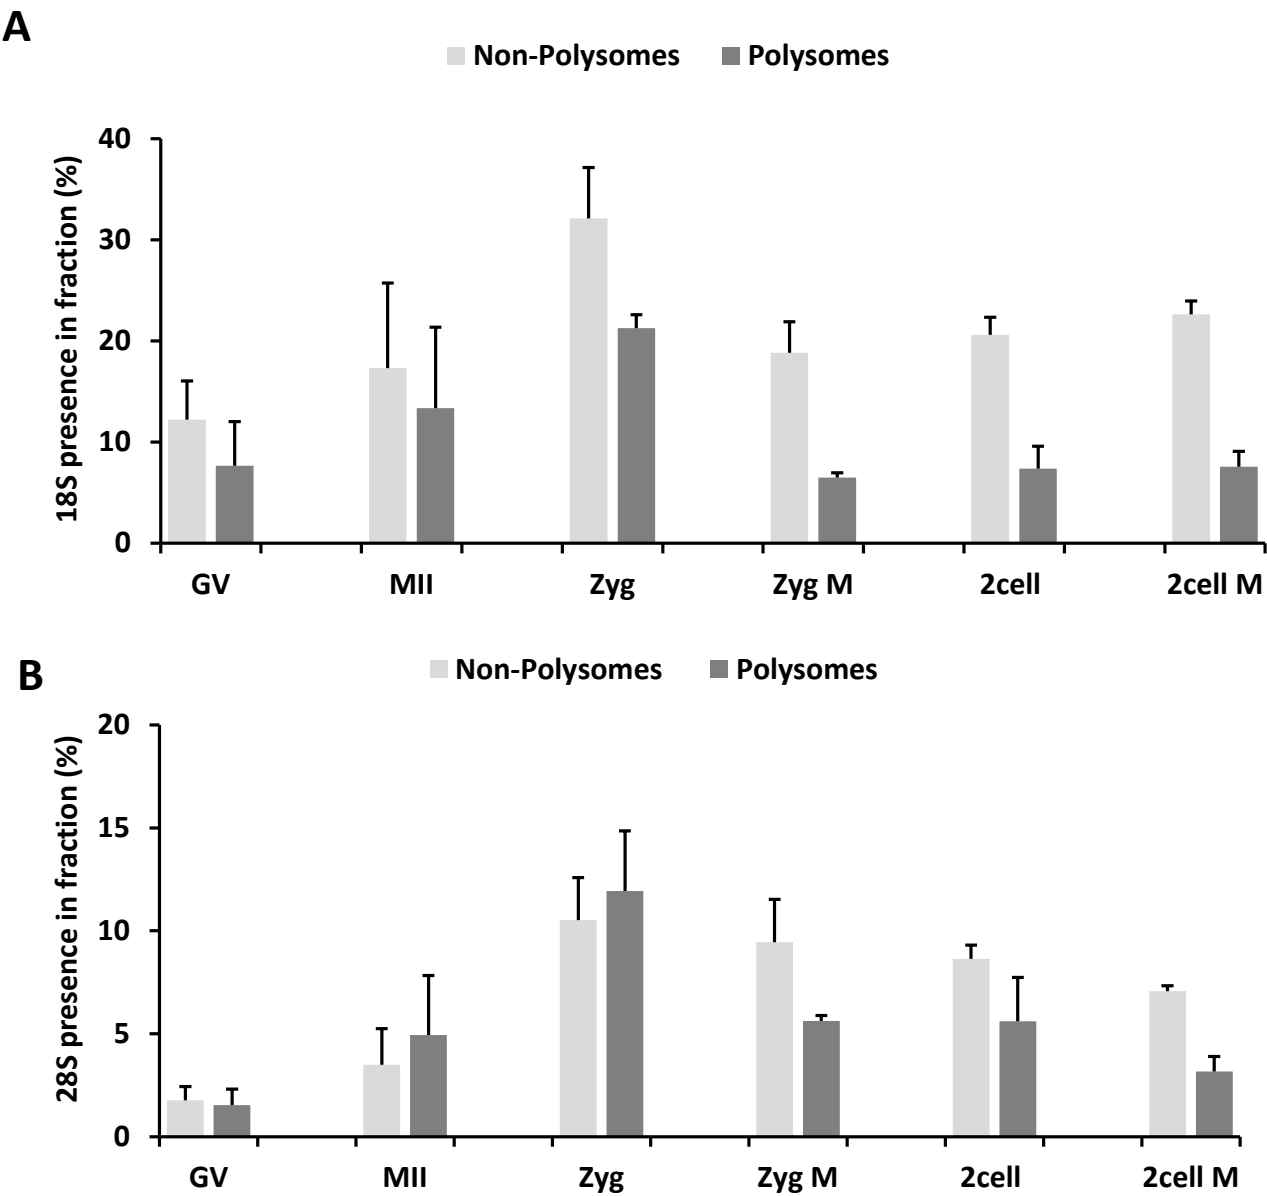

Supplementary Figure 3

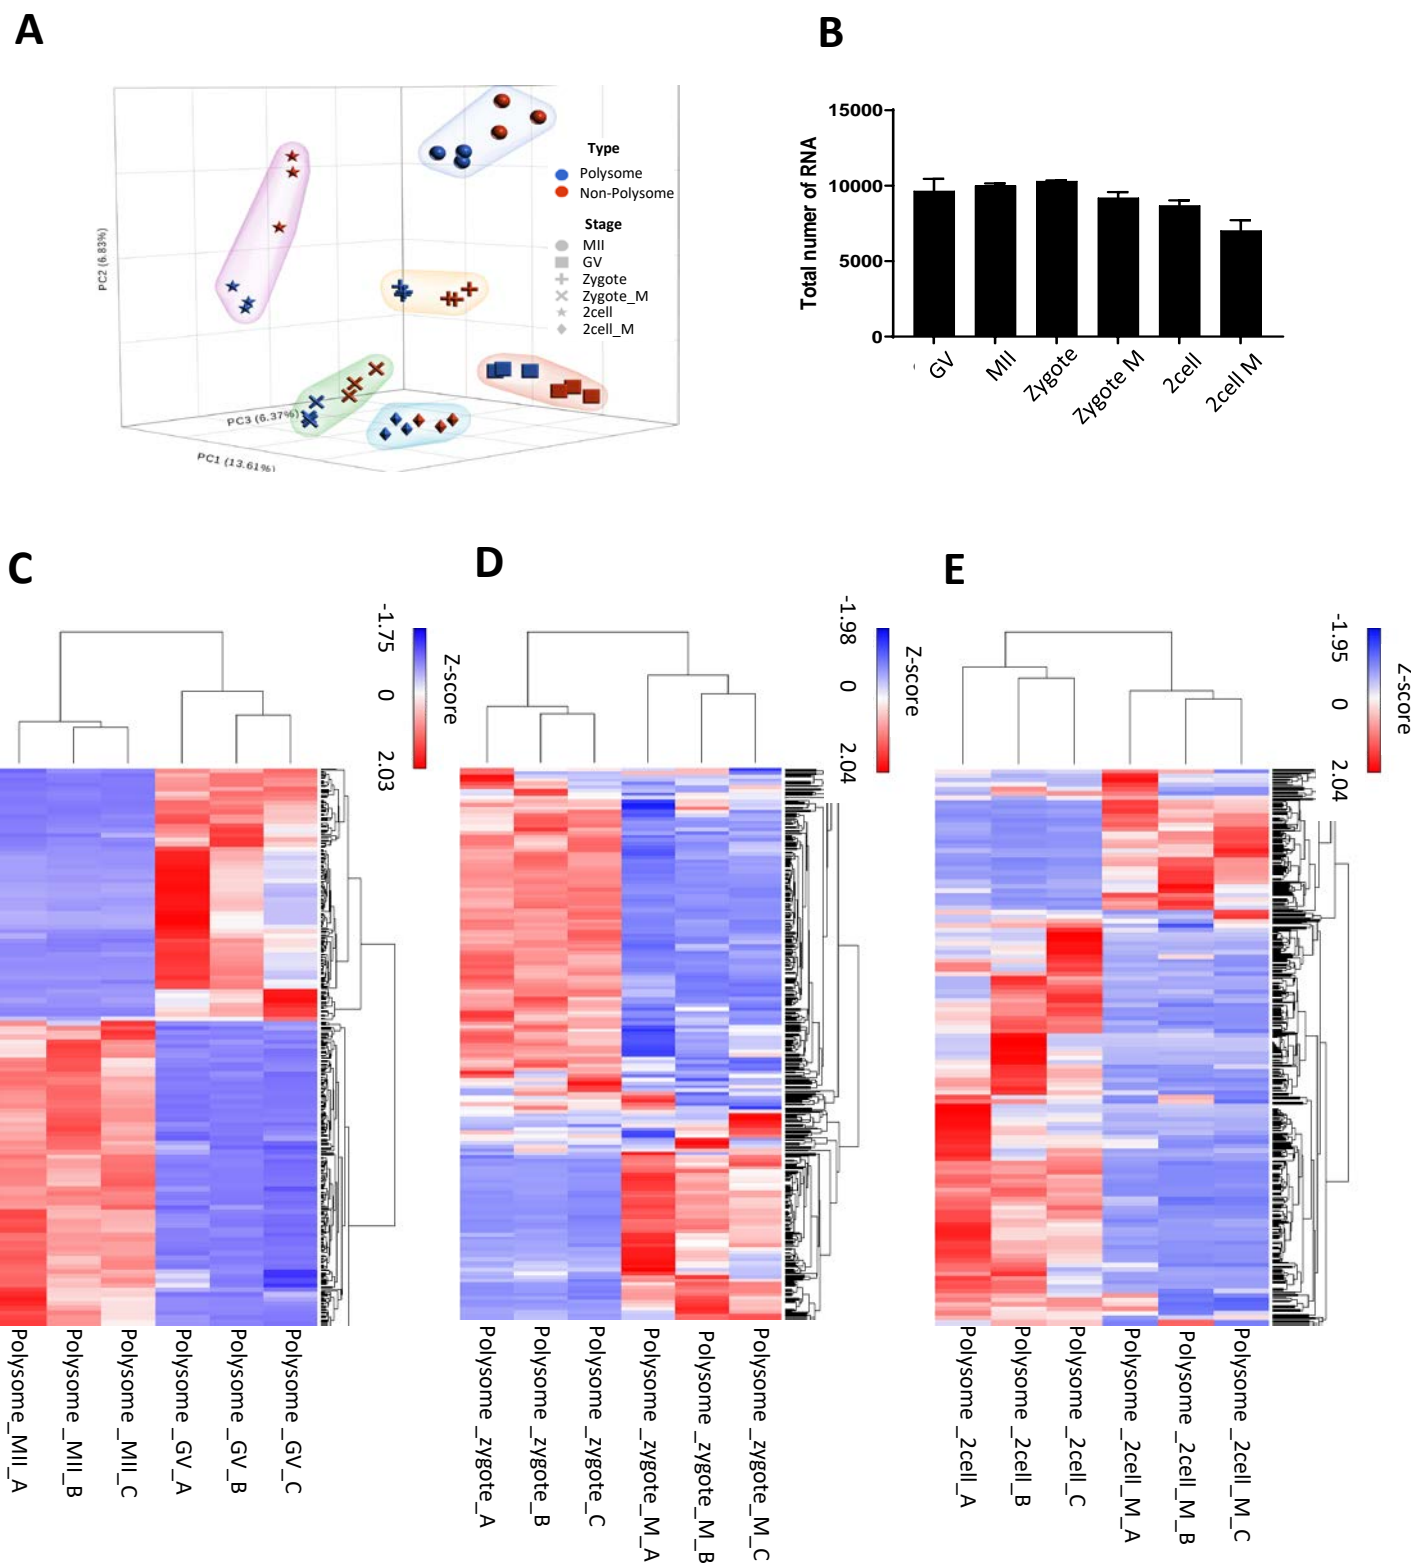

# Supplementary Figure 4

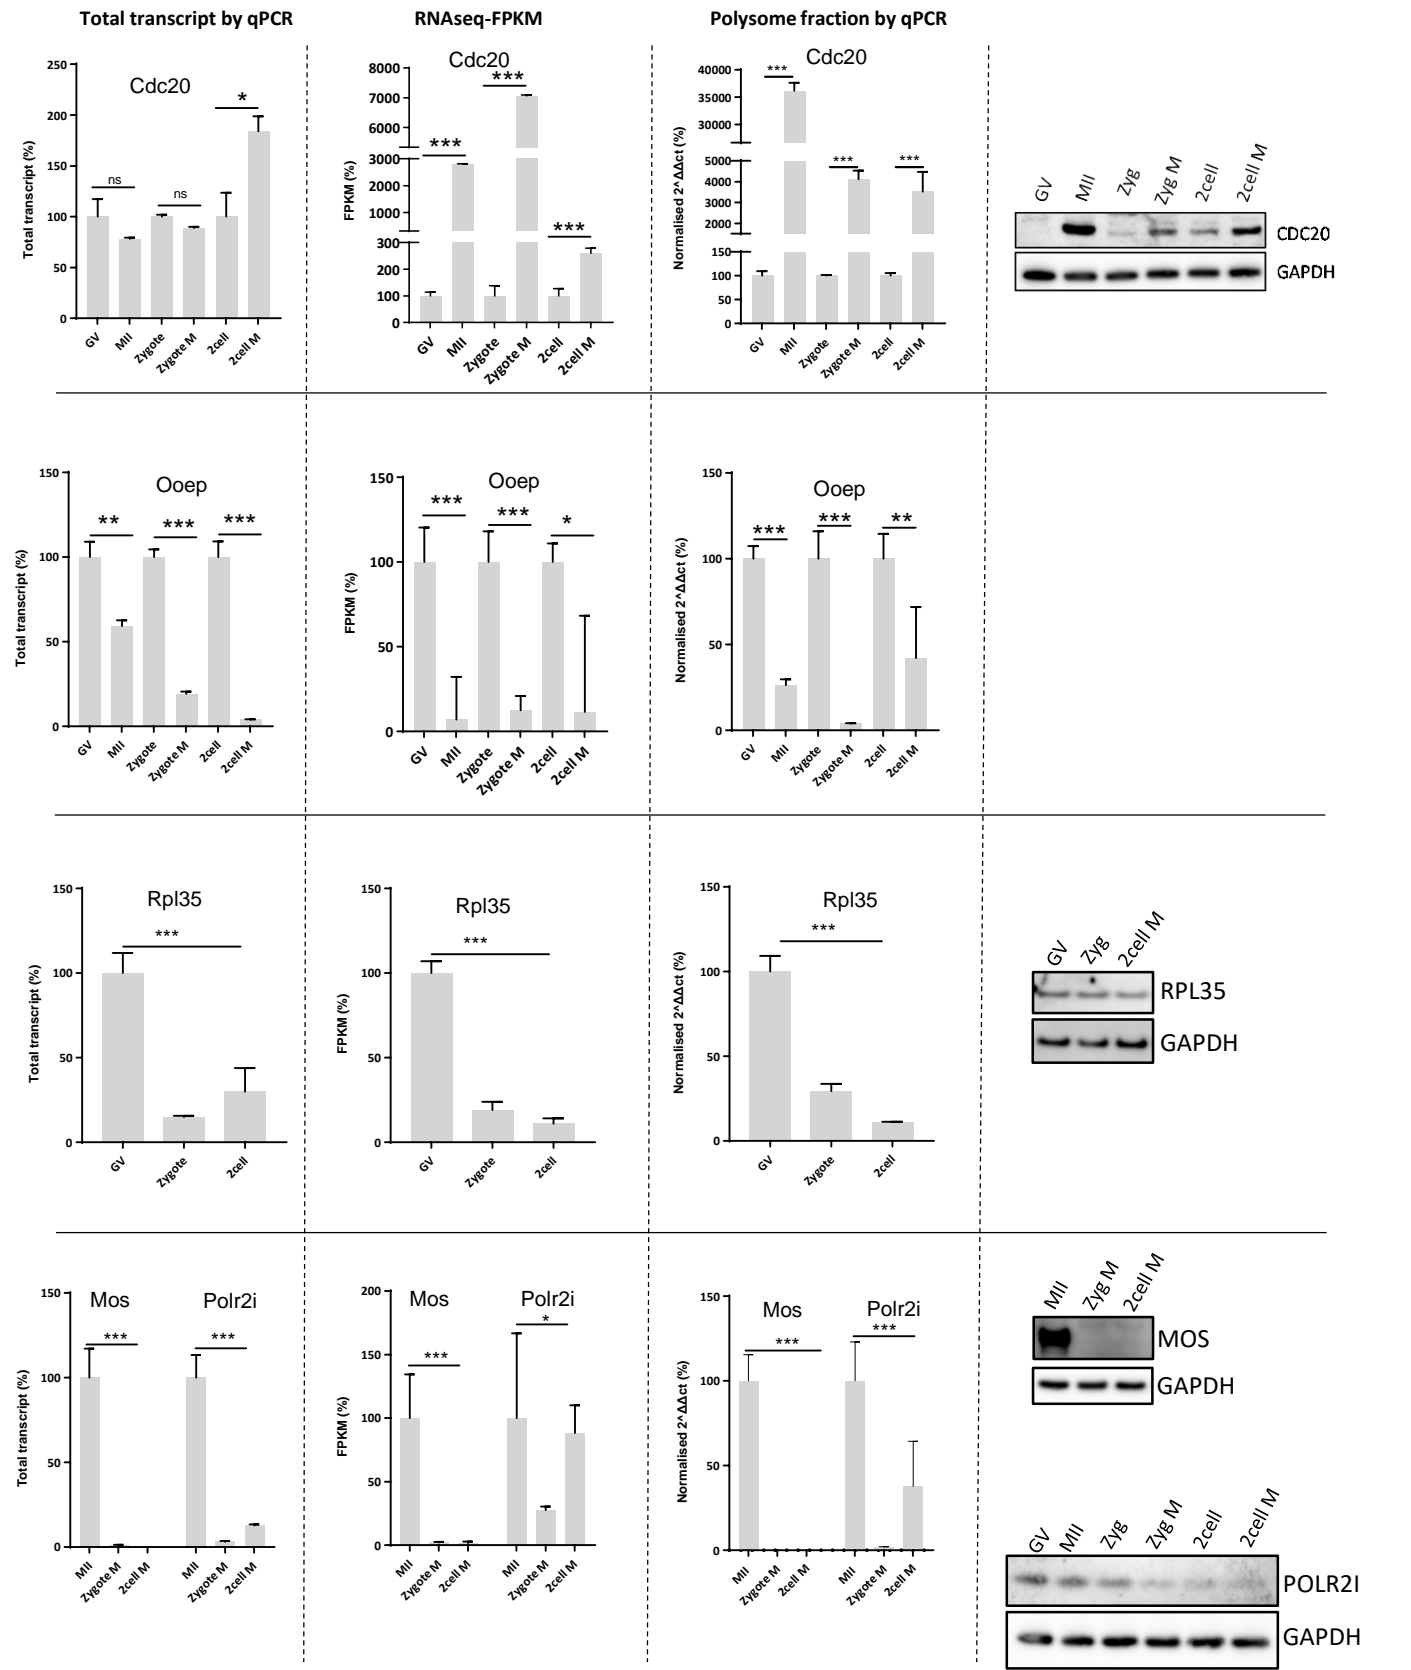

Supplementary Figure 5

A

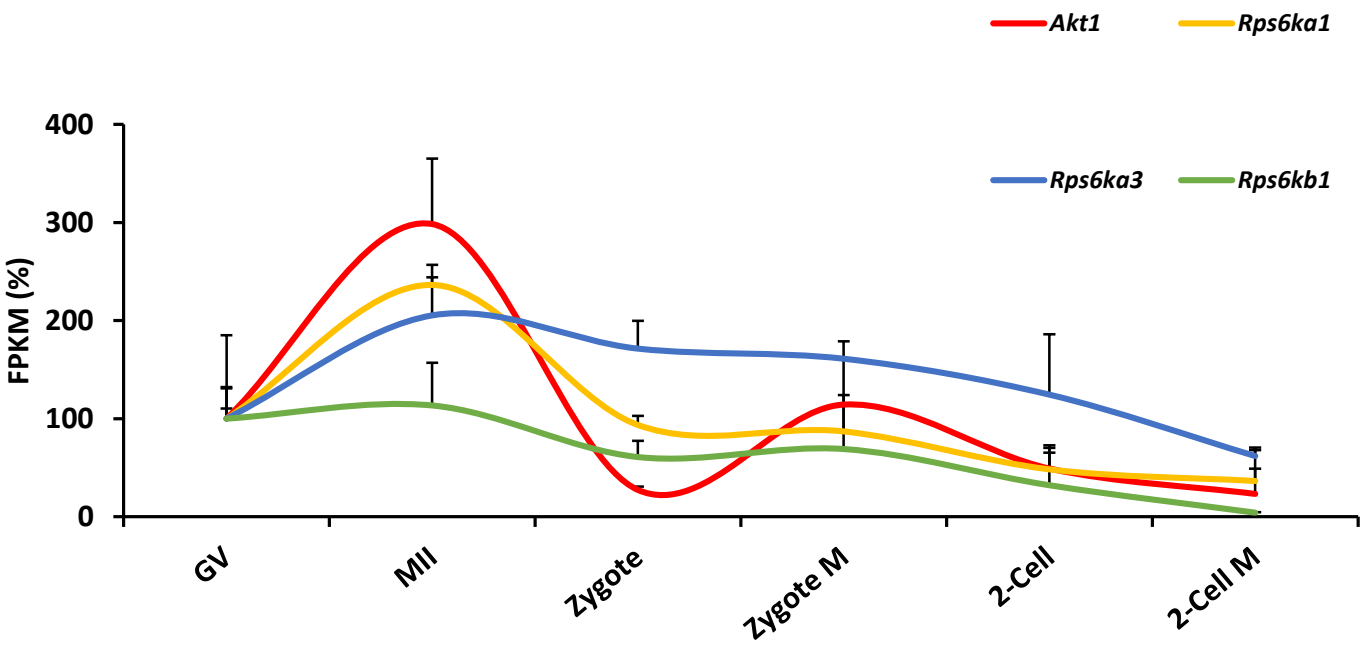

B

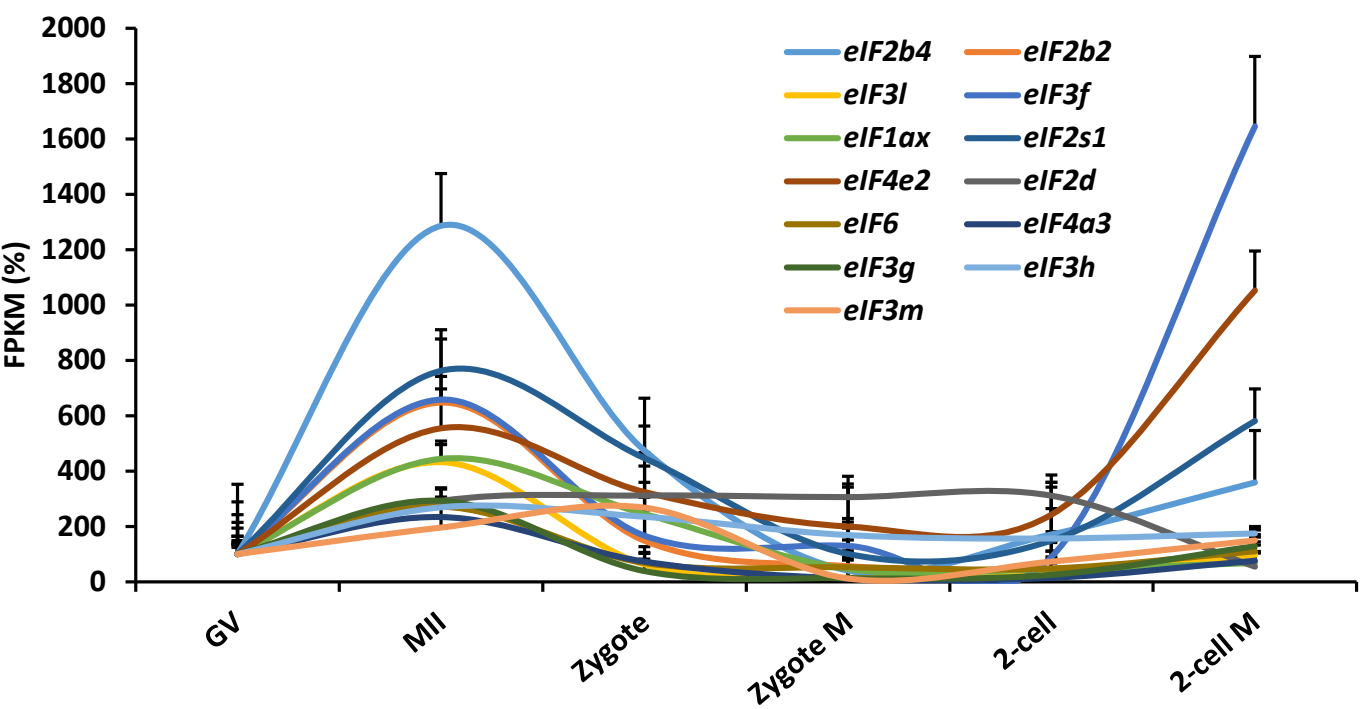

Supplementary Figure 6

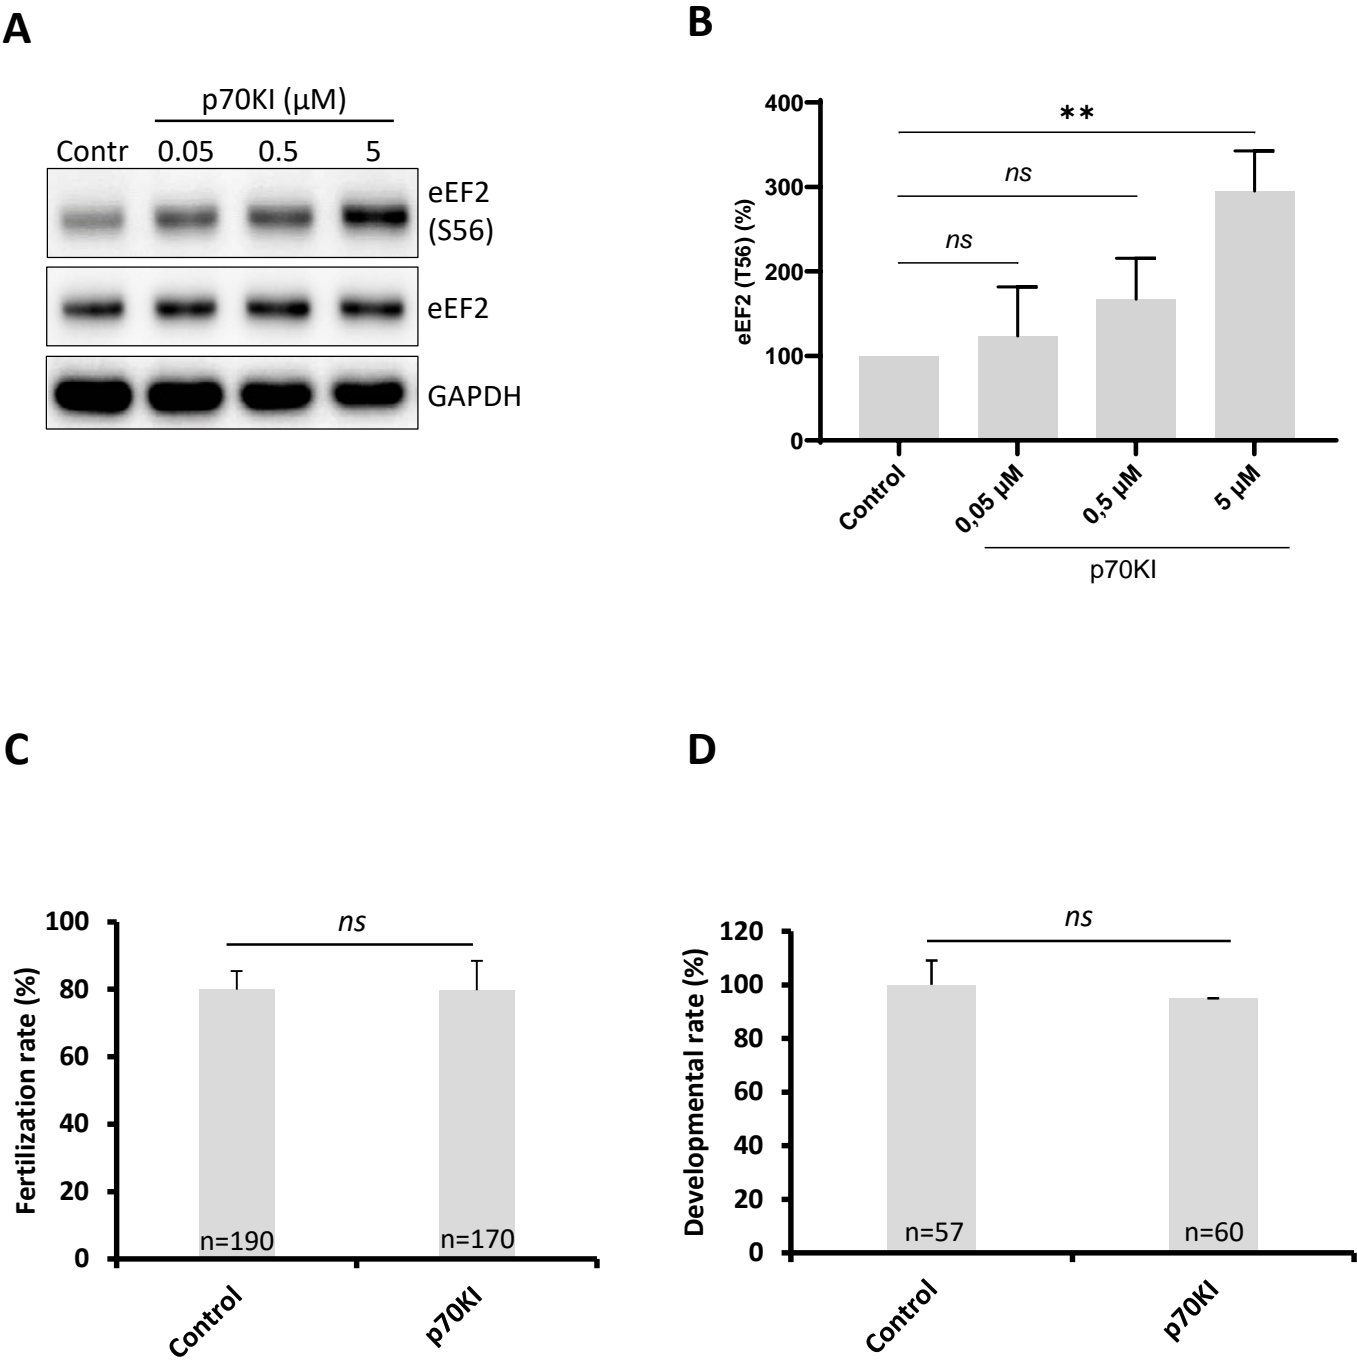

# Supplementary Figure 7

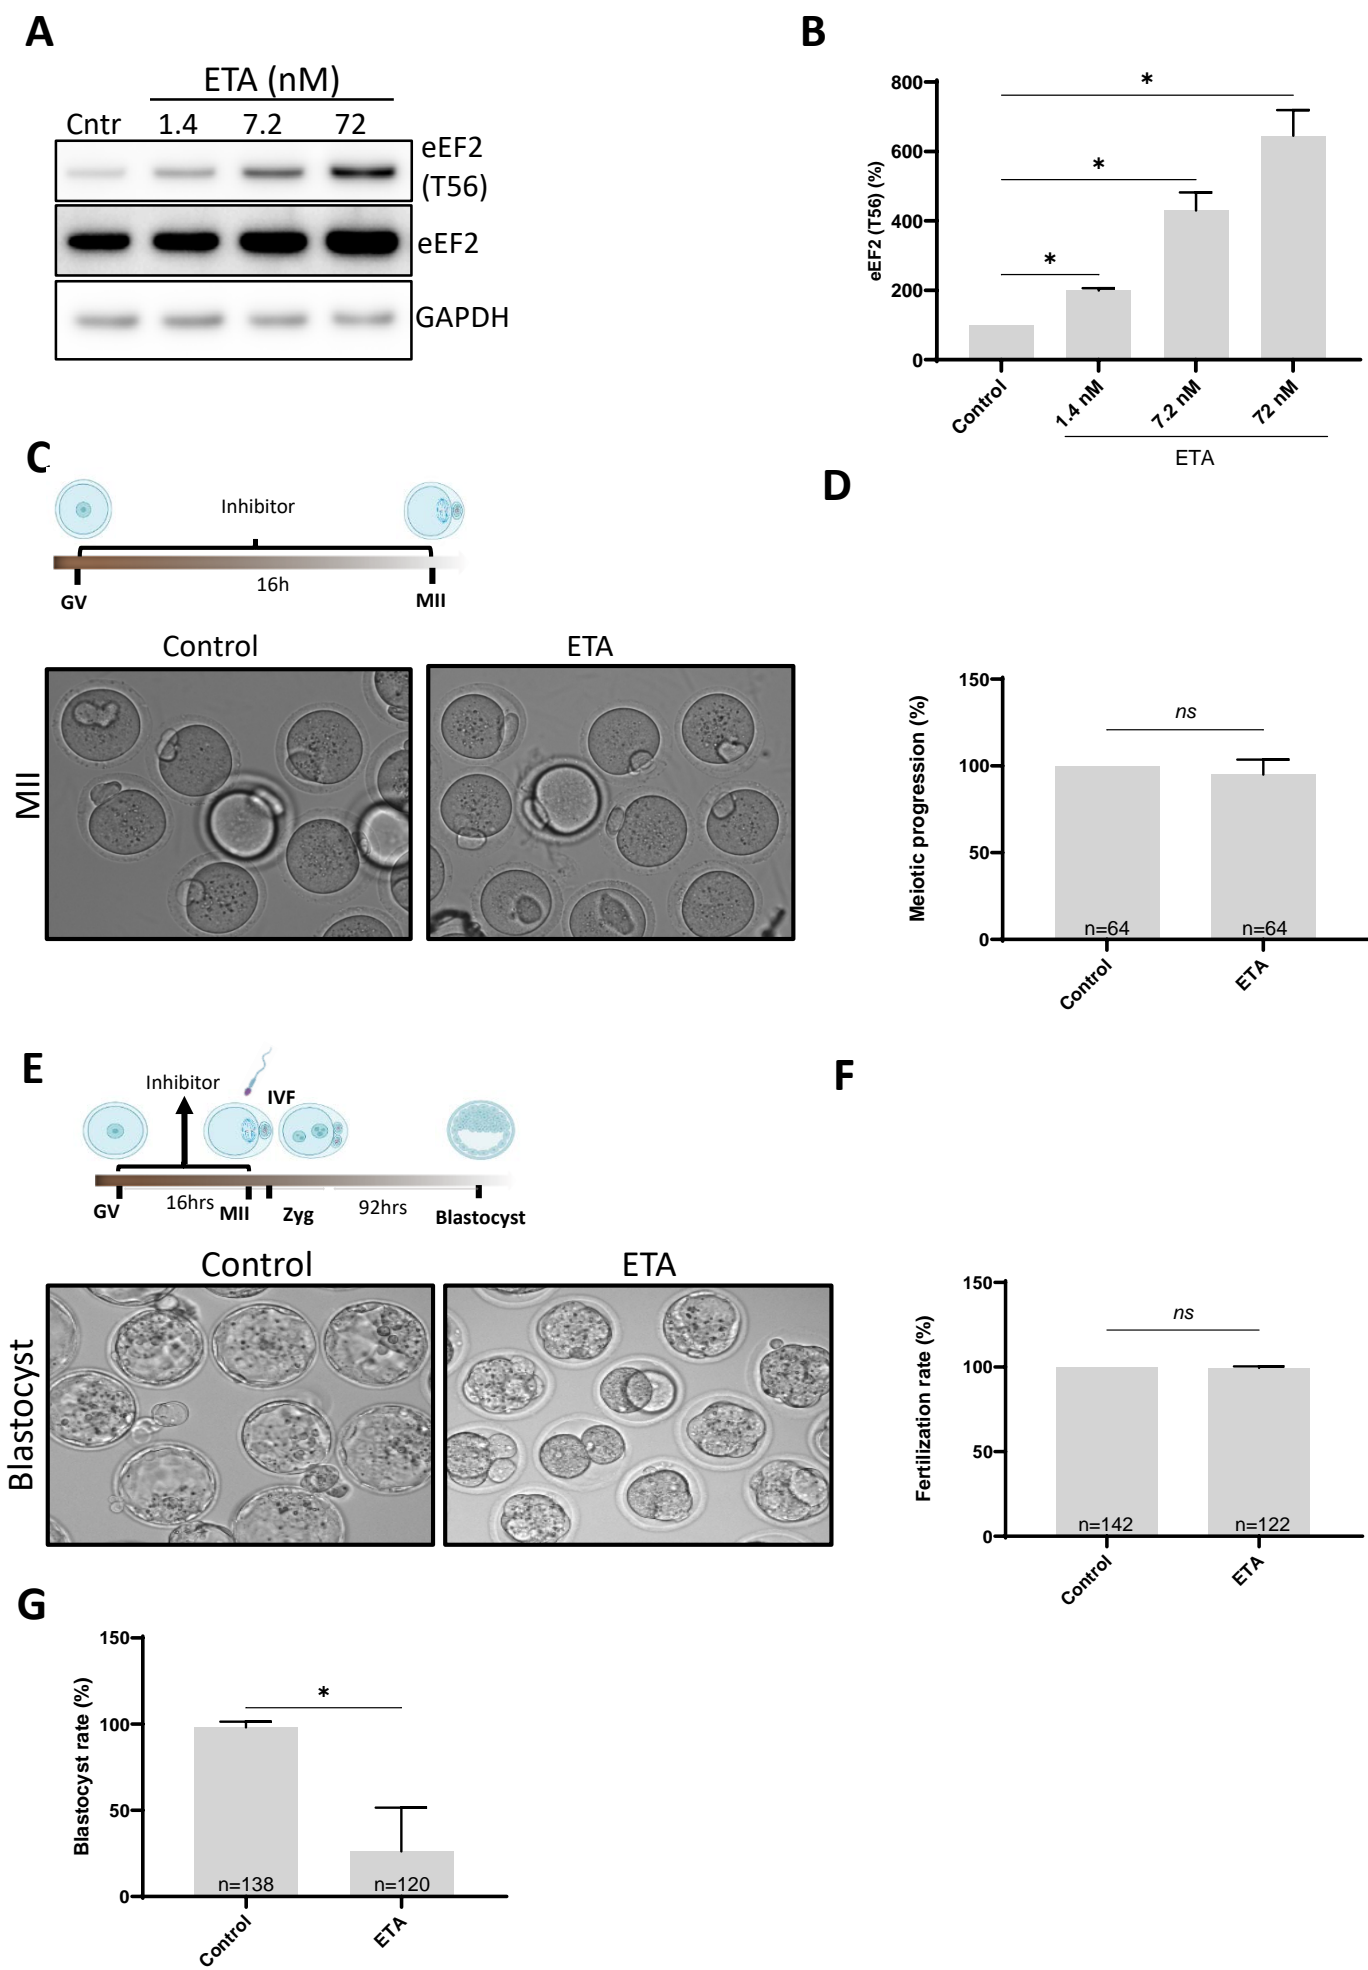

# Supplementary Table 1

A

| Official symbol (Gene) | Foward 5'-3'         | Reverse 5'-3'         | product size (bp) |
|------------------------|----------------------|-----------------------|-------------------|
| <i>Cdc20</i>           | GATCCTTGATGCCCCGAAA  | TGCAGGATGTCACCAGAACC  | 132               |
| <i>18S</i>             | CGCTCCACCAACTAAGAACG | CTCAACACGGGAAACCTCAC  | 110               |
| <i>28S</i>             | CTAAATACCGGCACGAGACC | TTCACGCCCTCTTGAACTCT  | 88                |
| <i>RPL35</i>           | GCCAAGATTAAGGCTCGGGA | GCGAACGACTCGTATCTTGGA | 150               |
| <i>Mos</i>             | GTATAAGCCACTTACCACGG | CAATGTTCAGTTACGCCCA   | 107               |
| <i>Polr2i</i>          | CAGCCCAGTCGCTATGGAAC | CTGGGTCAGCTCGTCCACTT  | 214               |
| <i>Ooep</i>            | CTGTGTCCTGAGACTTCGC  | TGGTCTGTGCCTATGACCCT  | 115               |

B

| Official symbol (Protein) | Cat. №     | Manufacturer    |
|---------------------------|------------|-----------------|
| eEF2K                     | 3692       | Cell Signalling |
| eEF2K(S366)               | 3691       | Cell Signalling |
| eEF2                      | 2332       | Cell Signalling |
| eEF2(T56)                 | 2331       | Cell Signalling |
| 4E-BP1                    | 9644       | Cell Signalling |
| eIF2a                     | 9722       | Cell Signalling |
| eIF2a(S51)                | 3398       | Cell Signalling |
| mTOR (S2448)              | 5536       | Cell Signalling |
| ERK (T202/T204)           | 9101       | Cell Signalling |
| LMN A/C                   | SAB4200236 | Sigma Aldrich   |
| Histone H3 (Ser10)        | 9701       | Cell Signalling |
| RPL24                     | PA562450   | Thermo Fisher   |
| RPS6                      | 74459      | Santa Cruz      |
| RPS6 (S235/236)           | 4858       | Cell Signalling |
| GAPDH                     | G9545      | Sigma Aldrich   |
| RPL35                     | SAB4500233 | Sigma Aldrich   |
| Mos                       | PA5-101081 | Invitrogen      |
| POLR2I                    | 398049     | Santa Cruz      |

How the deposited data were processed for this re-analysis (not part of the article)

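RNA from polysome and non-polysome fractions of mouse GV oocytes, MII oocytes, zygotes, zygotes in M-phase (zygote M), two-cell embryos and two-cell embryos in M-phase (two-cell M) was sequenced by the authors, with 3 replicates per stage and fraction. Of 10 fractions of each gradient, 5 were pooled for each of the polysome and non-polysome samples. Embryos in M-phase had been treated with 10 µM nocodazole. The samples were grouped by the stage, fraction and replicate letter that the column names give. For 2 of the 38 samples, both from zygotes, the deposited table has no column, and these were left out.

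The authors trimmed the reads, mapped them to the mouse genome with STAR, quantified each gene as FPKM and deposited one table of normalized FPKM values for 23125 genes in 36 libraries. Every library has a smallest value of 0.01 and no value of 0, as an offset added by the authors to each value would give. The paper's methods name RefSeq genes, while the annotation columns of the table are those of an Ensembl annotation, and for 20777 of the 22193 symbols also found in GENCODE the positions match once the stop is shifted by 1. The step from reads to FPKM could not be repeated, since neither reads nor counts were used here, and the depth of each library is unknown, so no counting error is given for any value. The whole-transcriptome data that the paper mentions were not analysed.

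Log2 of the deposited FPKM, with nothing added, was fitted with limma 3.58.1 in R 4.3.3 as 12 group means over all 36 libraries, with empirical Bayes moderation and a trend. The genes tested were the 7967 with a geometric mean of at least 0.1 FPKM over the 36 libraries, a minimum taken from the lowest such value among genes of the paper's lists of differences. The p and FDR values in those lists imply the same number of genes, 7967. A gene was called in a comparison when its Benjamini-Hochberg adjusted p was under 0.05 and its fold change beyond 2, the paper's thresholds. The 7 comparisons within polysomes were GV against zygote and two-cell, MII against zygote M and two-cell M, and each M-phase against its interphase. Tests are two-sided. A stage effect was tested by the moderated F-test over the polysome means, and the change in polysomes was compared with that in the non-polysome fraction by an interaction contrast.

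Gene sets were listed by symbol, since no ontology was available, for translation (cytosolic and mitochondrial ribosomal proteins and translation factors), the cell cycle, apoptosis and the stress response. They were tested with limma's camera at a preset inter-gene correlation of 0.01, and p was adjusted over 28 tests. The set value is the median log2 fold change of its genes minus that of the other genes, while camera's direction comes from the mean of the test statistics, so the sign of one can differ from the other. In a simulation with a set whose genes co-varied between libraries as the translation genes do but were not shifted, 21 of 100 tests had an unadjusted p under 0.05 with the preset correlation, and 4 of 100 with the correlation estimated from the residuals. Both are therefore given for the translation genes. This simulation was added after the results had been seen.

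On simulated data with the residual spread of the deposited table (median SD 1.63 on the log2 scale), 20 of 200 planted changes between MII and GV were called, 0 were called in the wrong direction, and the estimated changes followed the planted ones with a slope of 0.97. With the spread reduced to 0.25 of its size, 190 of the 200 were called. In data with no change, 0 genes were called. Each simulated gene had the same spread in all groups, so groups of unequal spread are not covered.

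The number of genes above 0.1 FPKM per polysome library was compared between stages by a permutation test with 100000 resamples, and between pairs of stages by exact permutation tests, which cannot give a p under 0.1 with 3 libraries against 3. Principal components were computed on genes centred and scaled to unit variance. Genes with a stage effect were assigned to the nearest of the 12 cluster averages that the paper lists. The genes named include those that the paper names or labels in a plot for its polysome sequencing. In each comparison they also include the 2 protein-coding genes with the largest rise and the 2 with the largest fall. These were taken among the genes called, with a mean over the 36 libraries of at least 10 FPKM and no overlap between groups. The paper's gene Rps6ka3 did not pass the minimum.

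The alternatives tried were 0.1 or 1 added to each FPKM, no minimum, a mean of at least 1 FPKM, protein-coding genes only, quantile normalization, fold changes from mean FPKM, fits of fewer libraries, the replicate letter or the gradient as a block, an estimated inter-gene correlation, and leaving out each replicate. The replicate letters come from the column names. Libraries of different stages come from different oocytes or embryos, and those of the same letter had a mean correlation of residuals of 0.02 in polysomes and 0.018 in the non-polysome fraction. Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 was used for the other values.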

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

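The simulation of a co-varying gene set, the alternatives for the differences between comparisons (the estimated inter-gene correlation among them), the counting of each split only once, and the counts of splits by size of difference, of those that mix 2 comparisons and over all 10 splits were chosen after the results had been seen.

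The paper does not compare the changes in polysomes with those in the non-polysome fraction, and some genes changed differently in the 2 fractions. By limma's interaction test, 13 genes were called from GV to MII (9 with a more positive change in polysomes and 4 with a more negative one), 23 from zygote to zygote M (23 and 0) and 458 from two-cell to two-cell M (255 and 203). At an unadjusted p under 0.05 there were 587, 599 and 1533 genes. Of the 4 splits of the libraries that part as many pairs of the same replicate letter as the real one, 1 gave as many genes in each comparison, the real one itself. Over all 10 splits, 6 of which part fewer pairs, the 9 besides the real one gave at most 3, 0 and 76. Neither 4 nor 10 splits can give a share under 0.05, so the share alone decides nothing about chance groupings of the libraries. The authors' normalization is a technical explanation that remains: quantile normalization gave 70, 49 and 341 genes. With the gradient as a block the zygote M count was 6. Leaving out single replicates gave 1 to 56 genes for MII and 3 to 43 for zygote M. Library depth cannot be weighed, since it is unknown, and no biological explanation was tested for these genes.

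Most genes called in polysomes changed in the same direction in the non-polysome fraction: 93.4% of the 487 genes in MII against GV, 91.3% of the 458 in zygote M against zygote and 88.4% of the 2890 in two-cell M against two-cell. This is consistent with a change of the RNA in both fractions, as a change in the amount of RNA would give. A change of the RNA and the authors' normalization of each stage were not separated by this test, and the 2 fractions of a replicate come from the same gradient.

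The shift of the translation genes relative to the other genes differed between the comparisons of M-phase with interphase. The change in MII minus that in zygote M was 1.383 higher for translation genes than for the other genes (limma camera adjusted p = 7.96e-05). The change in MII minus that in two-cell M differed by -1.883 (adjusted p = 6.37e-05), and that in zygote M minus that in two-cell M by -3.128 (adjusted p = 2.17e-13). With the inter-gene correlation estimated, the adjusted p values were 0.0486, 0.0486 and 0.00104, and over 23 alternatives each they ranged from 6.91e-06 to 0.0486, from 1.31e-05 to 0.0486 and from 2.86e-14 to 0.00104. Of 64 splits of the libraries within their comparisons, the real one included, 17, 36 and 5 gave a camera p as small, and 3, 19 and 3 gave a difference as large in size. These include splits that leave 1 of the 2 comparisons as it is and so keep its shift. Of the 36 splits that mix the stages in both, 11, 11 and 0 gave a p as small and 0 gave a difference as large, with sizes up to 0.96, 1.636 and 1.311. The camera p over the 64 splits cannot decide about other groupings of the libraries, since some of these splits keep the shift of 1 comparison. By size, 3 of the 64, the real one included, reached the difference of MII minus zygote M. The count was also 3 for zygote M minus two-cell M, but 19 for MII minus two-cell M. Among the 36 splits, a subset chosen after the results had been seen, 0 reached the size of any of the 3 differences. For zygote M minus two-cell M, 0 of the 36 reached the camera p either, which argues against other groupings. For the other 2 differences, 11 of the 36 gave a camera p as small, so other groupings stay open by that measure. For the cell cycle genes, whose differences did not pass the threshold, 44, 62 and 31 of 64 splits gave a camera p as small.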

How the results depend on the processing

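The alternatives were set before the data were examined, apart from those for the apoptosis and stress response genes, for the differences between comparisons, and the leaving out of replicates for the principal components and the number of genes detected, which were chosen after seeing the data. The cause was not tested for any change given here. The number of genes detected per polysome library differed between stages under each alternative tried, with permutation p between 1e-05 (the smallest that 100000 resamples can give) and 0.0003. The translation genes kept their direction and their side of the threshold in all 12 alternatives for MII against zygote M (adjusted p 6.94e-16 to 0.00171) and two-cell M against two-cell (1.47e-14 to 0.00171).

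With 1 added to each FPKM, the counts called were 1304 for GV against zygote, 1776 for MII against zygote M, 1604 for MII against GV and 900 for zygote M against zygote, against 447, 984, 487 and 458. For genes common to comparisons they were 427 higher and 165 lower in GV, 886 higher in MII and 9 lower in each M-phase, against 108, 62, 324 and 2. Interaction counts were 112 for MII and 14 for zygote M, against 13 and 23. The first 3 principal components held 49.16%, against 51.48%. The translation genes no longer passed in zygote M against zygote (-0.207, adjusted p = 0.183; range over its 12 alternatives 0.00538 to 0.431, with 4 past the threshold). Camera's direction reversed for stress response genes in MII against zygote M (0.135) and apoptosis genes in two-cell M against two-cell (0.052).

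With 0.1 added, the counts were 888, 1644, 1066 and 704 for the same comparisons, 238 higher and 138 lower in GV, 736 higher in MII, 4 lower in each M-phase, and 30 and 9 for the interactions. The translation genes in zygote M were at -0.333 (adjusted p = 0.0541), and the direction of the apoptosis genes in two-cell M reversed (0.033).

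With no minimum, 672 genes were called for GV against zygote, 2067 for GV against two-cell (main value 1331), 6728 for MII against two-cell M (4224) and 712 for zygote M against zygote, 592 were higher in MII than in both embryo M-phases, 1 was lower in each M-phase, and 8467 had a stage effect (5012). With a mean of at least 1 FPKM, the interaction count for MII was 20. Camera's direction reversed there for apoptosis genes (-0.109) and stress response genes (-0.476) in GV against zygote, stress response genes in GV against two-cell (-0.515), cell cycle genes in MII against zygote M (0.183) and apoptosis genes in MII against two-cell M (0.394).

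Quantile normalization shifted the median log2 change of all genes to 0.08, 0.06, -0.23, 0.14, -0.13, 0.00 and 0.22, from -0.01, 0.85, 0.46, 2.64, 0.18, -0.43 and -1.17, in the order GV against zygote, GV against two-cell, MII against zygote M, MII against two-cell M, MII against GV, zygote M and two-cell M. Counts were 1410 (763 higher, 647 lower), 2056 (1033, 1023), 2082 (1014, 1068), 3643 (1835, 1808), 1545 (701, 844), 1162 (666, 496) and 2972 (1482, 1490). There were 221 genes higher and 307 lower in GV than in both embryo stages, 505 lower in MII than in both embryo M-phases (129), and 7 higher and 8 lower in each M-phase (4 and 2). Interaction counts were 70 and 49. The translation genes no longer passed in GV against zygote (0.532, adjusted p = 0.052; range over 12 alternatives 0.00113 to 0.284), MII against two-cell M (-0.992, 0.0918; 0.000751 to 0.246) and zygote M (-0.485, 0.0507). Camera's direction reversed for apoptosis genes in MII against two-cell M (0.135) and cell cycle genes in zygote M (-0.338). Log2 changes reversed for Rps6ka1 (-0.607 against zygote M, -0.32 against two-cell M), Rps6kb1 (-0.409, -0.62), and Eif2s1 (-1.409) and Eif3h (-1.058) against two-cell M. Quantile normalization gives every library the same distribution of values, so it tends to even out the counts higher and lower whatever their cause. Of the genes tested, 22.3% on average were at the floor in polysome libraries of two-cell M, against 2.27% in MII. The step can raise such genes, so a reversal near the floor can come from it.

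Among protein-coding genes, 254 were called for GV against zygote and 288 for zygote M, with 71 higher and 30 lower in GV than in both embryo stages and 52 lower in MII than in both embryo M-phases. With only the polysome libraries of the groups compared, the counts were 2466 for GV against zygote, 3235 for MII against zygote M, 2162 for MII against GV, 2635 for zygote M (906 higher, 1729 lower) and 1668 for two-cell M. With only the 18 polysome libraries, 248 were higher and 192 lower in GV than in both embryo stages, 710 higher in MII than in both embryo M-phases and 6 lower in each M-phase. With genes centred but not scaled, the first 3 principal components held 54.69%.

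With the replicate letter as a block (replicate block), 41 genes were lower in GV than in both embryo stages, the translation genes in zygote M were at -0.359 (adjusted p = 0.117), and the direction of the cell cycle genes there reversed (-0.417). With the gradient as a block, the interaction count for zygote M was 6. The letters number the replicates, and pairs of the same letter had a mean residual correlation of 0.02 in polysomes. With the inter-gene correlation estimated, the translation genes passed in neither GV against zygote (0.518, adjusted p = 0.284), MII against two-cell M (-2.206, 0.246), MII against GV (0.896, 0.246; range over 12 alternatives 1.17e-05 to 0.246) nor zygote M (-0.41, 0.431).

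Across the 6 fits that each left out one replicate of the groups compared, counts ran from 225 to 445 for GV against zygote, 629 to 733 for MII against zygote M, 292 to 414 for MII against GV and 272 to 354 for zygote M, and interactions from 1 to 56 and 3 to 43. Across 18 fits, 38 to 122 genes were higher and 33 to 71 lower in GV, 161 to 327 higher in MII, and 2 to 5 higher and 1 to 3 lower in each M-phase, and the principal components held 51.27% to 52.07%. The translation genes in zygote M lay between -0.501 and -0.339, with adjusted p between 0.00538 and 0.103, and no longer passed in 3 of 6 fits. Camera's direction reversed in 1 of 6 fits for stress response genes in GV against two-cell (-0.346 to 0.075) and apoptosis genes in MII against two-cell M (-0.818 to 0.643), in 4 of 6 for apoptosis genes in two-cell M (0.261 to 1.034), and in 7 of 18 for the difference of the cell cycle genes between MII and two-cell M (-0.298 to 0.129). Log2 changes against zygote M reversed for Akt1 (-0.36 to 0.191), Rps6ka1 (-0.06 to 0.492), Rps6kb1 (-0.176 to 1.28) and Eif2d (-0.197 to 0.009).

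Of 105 comparisons of single named genes, 6 became stronger with 0.1 added; with 1 added 4 became weaker and 9 stronger; with quantile normalization 4 became weaker and 5 stronger, besides the 6 that reversed; with the letter block 6 became weaker; and when replicates were left out 25 became weaker and 3 stronger. Since the depth is unknown, its effect on any result cannot be given.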

Differences from the paper's values

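For genes higher in GV than in two-cell embryos but not than in zygotes, 873 were called against the paper's 569. Of the alternatives set before the data were examined, those within 1.5 times the paper's count were 1 added to each FPKM (847), a mean of at least 1 FPKM (580), quantile normalization (812) and protein-coding genes only (771). Adding 0.1 (1186), no minimum (1230), the replicate letter as a block (877) and fold changes from mean FPKM (873) were not. The paper's own supplementary lists give 873 such genes, and hold 981 genes higher in GV than in two-cell and 309 higher than in zygotes, as many as were called here, so this gap lies between the paper's text and its lists.

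For genes higher in MII than in two-cell M, 3598 were called against the paper's 1838. Adding 1 to each FPKM gave 2584, a mean of at least 1 FPKM 2399 and quantile normalization 1835, which lie within 1.5 times the paper's count. Adding 0.1 gave 3577, no minimum 5018, the replicate letter as a block 3551, protein-coding genes 3062, fold changes from mean FPKM 3555 and the libraries of both groups alone 3116, which do not. For genes higher in MII than in both embryo M-phases, 324 were called against the paper's 180. A mean of at least 1 FPKM, with 256 genes, was the 1 alternative within 1.5 times of it, and the others gave between 282 (protein-coding genes) and 886 (1 added to each FPKM). The genes higher in MII in both of the paper's lists number at least 323, though the list for two-cell M ends at 1999 genes in the files read and cannot be set against 3598. Its list for zygote M holds 712 genes higher and 269 lower in MII, against 713 and 271 called.

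The first principal component held 33.99% of the variance, against about 14% in Supplementary Figure 3A, read by eye. With 1 added to each FPKM it held 27.72% and with genes centred but not scaled 38.74%, so neither alternative closed the gap.

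The paper's legend to Supplementary Figure 3 states that the number of genes did not change significantly between stages, while the permutation test gave p = 7e-05 here. The paper states that the genes constant between its comparisons of GV with embryos were up in zygotes for the larger group. Here 108 genes were higher in GV than in both embryo stages and 62 were lower, and Figure 3 shows the larger group as higher in GV. With quantile normalization 221 were higher and 307 lower in GV, so which group was larger changed with that step. The paper states that genes of translational processes were translated more in GV than in two-cell embryos; the translation genes here had a median of 0.72 but were not shifted relative to the other genes (difference in medians -0.14, limma camera adjusted p = 0.632). It states that such genes were higher in MII. Against zygote M they were, relative to the other genes (difference 1.93, 183 of 220 higher, adjusted p = 1.64e-14, and 0.00171 with the inter-gene correlation estimated). Against two-cell M their own median was 0.49, with 53 called higher and 34 lower in MII, but relative to the other genes they were lower (difference -2.21, adjusted p = 0.000948, and 0.246 with the correlation estimated). It states that translation of cell cycle genes was highest in GV and two-cell interphases. Relative to the other genes, the cell cycle genes here did not pass the threshold (limma camera adjusted p = 0.632 for MII against GV and 0.787 for two-cell M against two-cell). From two-cell to two-cell M their own median was -0.87 (-1.17 for the other genes), with 9 called higher and 25 lower in two-cell M. From GV to MII it was 0.55, with 5 called higher and 5 lower in MII. The paper states that cluster 10 is expressed mostly in M-phases, while the mean of the genes nearest to it was 0.14 in GV and -0.08 in MII (the paper's own averages of this cluster are higher in MII, at 0.28). It states that cluster 7 is strongly bound to polysomes in the first mitosis alone, while the mean was 1.30 in GV and 1.02 in zygote M (the paper's own averages are 1.37 and 1.32). It states a decrease of RPS6 and AKT from MII to two-cell M, while Rps6 was at 3.64 FPKM in MII, 0.333 in zygote M and 10.1 in two-cell M. The difference of Rps6 between MII and two-cell M was not called (limma adjusted p = 0.0663). Akt1, at 5.01 in MII and 5.73 in zygote M, did decrease to 1.17 in two-cell M, where it was called lower than in MII (adjusted p = 0.00465). For Mos, which the paper chose among its candidates, no comparison of M-phase with interphase was called. The standard error of 1.44 came from the fit over all 36 libraries. The Mos replicates themselves did not overlap in MII against GV or in zygote M against zygote.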

Other observations

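The comparison of detected genes between two-cell M and two-cell in the non-polysome fraction, the range of shares at which drop-out is left open, the counting of each split only once and the counts over all 10 splits were chosen after the results had been seen; the other tests were set before.

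In each of the 7 polysome comparisons, 1 of the 4 splits of the libraries that part as many pairs of the same replicate letter gave as many called genes, which was the real one. The other 6 splits part fewer such pairs. Of all 10 splits, the 9 besides the real one gave at most 147 genes in two-cell M against two-cell and at most 1 in each of the other 6 comparisons. Neither 4 nor 10 splits can give a share under 0.05, so the share alone decides nothing about chance groupings. For the stage effect, 1 of 100 splits gave as many genes, the real one. For genes common to comparisons, 3 of 36 splits gave as many genes higher in GV than in both embryo stages, 3 of 36 as many lower in GV, 3 of 36 as many higher in MII and 4 of 36 as many lower in MII. Some of these splits keep a whole stage together, under its own or another label, and so can keep its differences. Counts reached 497 genes lower in GV and 2922 lower in MII. These shares therefore cannot decide about other groupings of the libraries. The genes common to all 3 comparisons of M-phase with interphase, 4 higher and 2 lower, were matched by 1 of 64 splits each, the real one.

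For the translation genes, the number of splits out of 4 with a camera p as small was 2 for GV against zygote, 2 for GV against two-cell, 1 for MII against zygote M, 1 for MII against two-cell M, 2 for MII against GV, 2 for zygote M against zygote and 1 for two-cell M against two-cell. In the same order it was 4, 2, 3, 2, 2, 4 and 1 for the cell cycle genes, 2, 3, 1, 4, 3, 1 and 4 for the apoptosis genes, and 1, 3, 2, 2, 1, 2 and 2 for the stress response genes. Some splits that mix the stages gave translation p values under those of the real split, down to 1.32e-07 for MII against GV, where the real split gave 5.57e-05.

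Gene length, GC content and reads shared with pseudogenes were weighed for the translation genes in the 6 comparisons where they passed the threshold. Among 10000 random sets matched for gene length and expression level, the median change of the translation genes lay at percentile 99.89 for GV against zygote, 100 for MII against zygote M, 0 for MII against two-cell M, 100 for MII against GV, 0 for zygote M against zygote and 100 for two-cell M against two-cell. Matched for GC content and expression level, the percentiles were 99.99, 100, 0, 100, 0 and 100. Each lies outside the middle 95% of the random sets. With the 163 members that have no pseudogene named after them, the adjusted p was 0.051 for GV against zygote, 5.75e-08 for MII against zygote M, 0.0215 for MII against two-cell M, 0.0111 for MII against GV, 0.051 for zygote M against zygote and 4.77e-08 for two-cell M against two-cell, in the same direction as with 220 members. These p values were adjusted over the 7 polysome comparisons of this set alone, fewer tests than for the 220 members. With the 163 members the shift went from 0.518 to 0.375 for GV against zygote and from 1.927 to 1.368 for MII against zygote M. It went from -2.206 to -1.568 for MII against two-cell M and from 0.896 to 0.795 for MII against GV. For two-cell M against two-cell it went from 2.66 to 2.317. Reads shared with pseudogenes could account for part of the shift in these 5 comparisons, but so could the make-up of the set. The kinds of translation genes shifted unequally. For MII against zygote M the medians were 3.82 for cytosolic and 1.75 for mitochondrial ribosomal protein genes and 0.998 for translation factors. Of the 5 comparisons, 4 passed the threshold under the adjustment over fewer tests. For zygote M against zygote the shift was larger without the other members, at -0.549 against -0.41, so the adjusted p of 0.051 there does not come from a smaller shift. No biological explanation was tested for these shifts.

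Polysome libraries of two-cell M had fewer genes above 0.1 FPKM than those of two-cell. The non-polysome libraries also had fewer, with a difference in means of -1811.3 genes against -1660.3 in polysomes (exact permutation test, p = 0.1 in each, the smallest possible). This is consistent with a lower complexity of the two-cell M libraries in both fractions, from either less RNA or less depth, which the deposited values cannot separate. Among the 2890 genes called in two-cell M against two-cell, 77.6% were lower in two-cell M, and among the 757 of them with a mean of at least 10 FPKM, 71.1% were. A share under 60% among these genes would have pointed to drop-out of low genes, and the share lies between 60% and that of all called genes, so drop-out could account for part of the excess. With quantile normalization 1482 genes were higher and 1490 lower in two-cell M. Since that step gives every library the same distribution of values, it tends to even out such counts. It therefore cannot decide whether the excess comes from the scale of the deposited values.

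Nearly all genes in the readable part of the paper's lists were called here in the same direction: 446 of 446 for GV against zygote, 1321 of 1321 for GV against two-cell, 979 of 980 for MII against zygote M, 1995 of 1996 for MII against two-cell M, 483 of 483 for MII against GV, 453 of 453 for zygote M against zygote and 1996 of 1996 for two-cell M against two-cell. The lists of MII against two-cell M and two-cell M against two-cell end at 1999 genes in the files read. Since the lists come from the same data, this shows no stability.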
